# Transcription and DNA methylation signatures of paternal behavior in hippocampal dentate gyrus of prairie voles

**DOI:** 10.1038/s41598-023-37521-2

**Published:** 2023-07-07

**Authors:** Nicholas J. Waddell, Yan Liu, Javed M. Chitaman, Graham J. Kaplan, Zuoxin Wang, Jian Feng

**Keywords:** Epigenetics and behaviour, Sexual behaviour

## Abstract

In socially monogamous prairie voles (*Microtus ochrogaster*), parental behaviors not only occur in mothers and fathers, but also exist in some virgin males. In contrast, the other virgin males display aggressive behaviors towards conspecific pups. However, little is known about the molecular underpinnings of this behavioral dichotomy, such as gene expression changes and their regulatory mechanisms. To address this, we profiled the transcriptome and DNA methylome of hippocampal dentate gyrus of four prairie vole groups, namely attacker virgin males, parental virgin males, fathers, and mothers. While we found a concordant gene expression pattern between parental virgin males and fathers, the attacker virgin males have a more deviated transcriptome. Moreover, numerous DNA methylation changes were found in pair-wise comparisons among the four groups. We found some DNA methylation changes overlapping with transcription differences, across gene-bodies and promoter regions. Furthermore, the gene expression changes and methylome alterations are selectively enriched in certain biological pathways, such as Wnt signaling, which suggest a canonical transcription regulatory role of DNA methylation in paternal behavior. Therefore, our study presents an integrated view of prairie vole dentate gyrus transcriptome and epigenome that provides a DNA epigenetic based molecular insight of paternal behavior.

## Introduction

In mothers, gene expression changes in the brain underlie the physiological and behavioral adaptations of pup-rearing^1^. In addition, accumulating evidence suggests that neural gene expression changes are associated with sexual experience in fathers of biparental species, where both parents participate in pup-rearing, and paternal care contributes to pup development^2^. However, the regulatory mechanism of gene expression underlying these processes remains elusive.

The prairie vole, *Microtus ochrogaster*, has become a valuable organism to model social bonding, where vole individuals mate exclusively, share nests, and exhibit biparental care of newborn pups^3–5^. Both mother and father voles nearly equally participate in parental behaviors (“Mother” and “Father” thereafter, respectively), such as pup grooming, huddling, retrieving, and nest building^6^. Though these parental behaviors normally present after a litter is born, they may spontaneously occur in some sexually naïve males when exposed to conspecific pups (“Parental”)^7,8^. While about 60% virgin males are parental, the other virgin males display aggression towards conspecific pups (“Attacker”)^9–11^. Therefore, studying the behavioral dichotomy in male prairie voles may contribute to our understanding of paternal care.

Environmental stimuli play a large role in parental behavior manifestation and modulation during post-partum periods, which also affect gene expression through epigenetic modulations^12,13^. For example, it was demonstrated that parental behaviors in response to pup exposure can be altered by using compounds affecting epigenetic states, such as histone deacetylase inhibitors^14^. Furthermore, differential DNA methylation has been observed in the hippocampus of rodent offspring upon altered maternal care^15^. Although DNA methylation, a major epigenetic mechanism, has been implicated in various basic brain functions and diseases^16–18^, the potential role of DNA methylation in paternal behaviors remains largely unknown.

In prairie voles, dentate gyrus (DG) of hippocampus expresses receptors for oxytocin^19^, a key molecule in pair bonding and parental behaviors. It was found that oxytocin receptors are subjected to DNA methylation mediated gene expression regulation^20^, where the density of oxytocin receptors in DG is associated with mating tactics and reproductive success in male voles^21^. Furthermore, mating and social interaction, which lead to pair bond formation, have been found to modulate neural precursor cell proliferation and differentiation in the DG of parental voles^22,23^. While pup exposure elicited cell proliferation^24^, fatherhood decreased cell survival in the DG^25^. In addition, exposure to psychostimulant drugs, such as amphetamine, not only diminished pair bonding^26,27^, but also impaired social recognition and decreased neuronal and neurochemical activation in the DG^28^. Although the evidence is sporadic, taken together it suggests a role of DNA methylation in DG’s function in prairie vole social behaviors. However, it remains unknown how gene expression and DNA methylation changes occur at the genomic scale and their potential interplay in parental behaviors. To address this question, we examined the prairie vole DG transcriptome and DNA methylome aiming to explore molecular insights of parental behaviors, particularly the paternal behavioral dichotomy in virgin males.

## Materials and methods

### Animal Subjects

Subjects were sexually-naïve male and female prairie voles, *Microtus ochrogaster*, from a laboratory breeding colony. Subjects were weaned at 21 days of age and housed in same-sex sibling pairs in plastic cages (12 W × 28 L × 16 H cm) containing cedar chip bedding with water and food provided ad libitum. All cages were maintained under a 14:10 light:dark cycle, and the temperature was kept at 20 °C. Adult subjects (at 90–120 days of age) were randomly assigned into experimental groups, where voles destined to be pair-bonded were paired and cohoused, and sexually naïve males were continuously housed in same-sex sibling pairs. Females gave birth following 21–23 days of pairing with a male, and the mother and father voles were continuously housed with their offspring. At three days postpartum, mothers and fathers (i.e. “Mother” and “Father” groups, respectively) were tested for their parental behaviors towards a conspecific pup. Age-matched virgin males were also tested for their spontaneous parental behaviors towards a conspecific pup. Depending on whether virgin males displayed parental behaviors towards pups or attacked pups^10,29,30^, they were classified into “Parental” and “Attacker” groups, respectively. All animal experimental procedures were approved by the Florida State University Institutional Animal Care and Use Committee and were in accordance with the U.S. National Institutes of Health Guide for the Care and Use of Laboratory Animals^31^. The study was reported in accordance with ARRIVE guidelines.

### Parental Behavior Test

The parental behavior test was conducted as previously described^10,29,30^. Briefly, all subjects were tested in a plexiglas cage (20 W × 45 L × 25 H cm) with a thin layer of cedar chip bedding and ad lib food and water, as described for the housing cages. The subject was placed in the testing cage and allowed for a 15-min habituation. Afterwards, an unfamiliar stimulus pup (at 3-day age) was introduced into the testing cage at the opposite corner from the subject, and the subject’s behaviors were digitally recorded for 60 min. The “Attacker” virgin males were immediately separated from the pup once they showed aggression with latency of the first attack scored. The “Parental” virgin males, “Father”, and “Mother” groups’ behaviors were recorded and scored by a trained experimenter blind to the treatment groups using JWatcher software program v1.0 (https://www.jwatcher.ucla.edu). The duration and frequency of the subject’s interactions with the stimulus pup within the first 10-min were quantified. The scored behaviors included both parental behaviors (pup huddling, pup carrying, licking and grooming, and nest building) and non-parental behaviors (auto-grooming, locomotion, olfaction, and resting)^8,29,32^.

### Behavior data analysis

Group-wise differences in all behavioral measurements were analyzed using a one-way ANOVA. Post-hoc analyses were conducted using Tukey’s HSD tests (p < 0.05). Plots were generated from GraphPad v9.3.1.

### Brain tissue collection

After the parental behavioral test, subjects were immediately decapitated without anesthesia. Brains were extracted and immediately frozen on dry ice. Brains were sliced into 200 µm sections on a cryostat and thaw mounted on slides. Thereafter, 1 mm-diameter punches from 4 consecutive sections were taken bilaterally from the DG of the hippocampus^33^. Tissue punches were stored at -80ºC until further processing.

### Next generation sequencing library preparation

DNA and RNA were isolated from the same tissue using the Qiagen AllPrep DNA/RNA Micro Kit (Qiagen, #80284) according to the manufacturer’s protocol, including treatment of RNA with RNase-free DNase Set (Qiagen, #79254), and then quantified by Qubit fluorometry. The RNA integrity (RIN) was determined using the Tapestation 4200 system (Agilent, # G2991BA), and samples with RIN ≥ 8 were chosen for downstream applications. Each sequencing library was prepared from DNA or RNA isolated from a single vole brain. Total 23 RNAseq libraries (6 Attacker, 6 Parental, 5 Father, 6 Mother) and 23 reduced-representation bisulfite sequencing libraries (6 Attacker, 6 Parental, 5 Father, 6 Mother) were included in the study.

For each sample, 150 ng of total RNA from a single animal was applied to the NEBNext rRNA Depletion Kit (New England Biolabs, #E6310L) according to the manufacturer’s protocol. Ribo-depleted RNA sequencing (RNA-seq) libraries were constructed using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs, #E7765S) according to the manufacturer’s protocol. Following RNA fragmentation and cDNA conversion, ends of cDNA fragments were ligated with universal Illumina adapter sequences. RNAseq libraries were individually indexed with NEBNext Multiplex Oligos for Illumina (New England Biolabs, #E7335S) and amplified for 11 cycles of PCR amplification. All clean-up steps were accomplished using the supplied purification beads within the NEBNext Ultra II Directional RNA Library Prep Kit. RNA-seq libraries were then sequenced 50-bp paired-ended on an Illumina NovaSeq 6000 Sequencer with a 5% PhiX spike-in control.

Reduced representation bisulfite sequencing (RRBS)^34^ libraries were prepared using a Premium RRBS Kit (Diagenode, #C02030032) according to the manufacturer’s protocol. Briefly, 100 ng high-quality genomic DNA from one single animal was digested with MspI, end-repaired, ligated to adapters, and then size selected using AMPure XP beads (Beckman Coulter, #A63881). All size-selected samples were treated with sodium bisulfite conversion. Spike-in control DNA was included for the monitoring of bisulfite conversion efficiency. Libraries were then purified after 14 cycles of PCR amplification. An Agilent Bioanalyzer and KAPA Library Quantification Kit were run to assess library quality and quantity. RRBS libraries were sequenced 100-bp single-ended on an Illumina NovaSeq 6000 Sequencer with a 5% PhiX spike-in control.

### Quantitative PCR and analysis

400 ng of DNase-treated RNA was converted to cDNA using qScript cDNA SuperMix (Quantabio, #95048). Quantitative PCR (qPCR) was performed using cDNA, specific primers for each gene of interest (see below for primer sequences), and PerfeCTa SYBR Green SuperMix Low ROX (Quantabio, #95056) on a QuantStudio 7 Flex Real-Time PCR 384-Well System (Applied Biosystems, # 4485701). Reactions were set up in a total volume of 10 μL containing 5 μL of SuperMix, 0.5 μL each of forward and reverse primers (10 μM), 2 μL of diluted cDNA template (4 ng/μL) and 2 μL of nuclease-free water, and run according to the manufacturer’s standard cycling protocol: 2 min at 50 °C, 3 min at 95 °C; 15 s at 95 °C, 45 s at 60 oC (40 cycles); followed by a default dissociation program to assess the specificity of PCR products. The primer pairs were tested for > 90% efficiency by standard curve and the reactions were confirmed to have a single melting curve peaked at the right temperature, before further analysis. For each gene target, 7–8 samples per condition were run in duplicate.

The threshold cycle (Ct) values were obtained using the QuantStudio Real-Time PCR Software v1.2 (Applied Biosystems). Relative gene expression levels were calculated using the 2^(-−ΔΔCt)^ method with *Sdha,* which is stably expressed in the ventral hippocampus^35^, as the internal reference gene for data normalization.

Group outliers were identified using the Graphpad Outlier webtool (https://www.graphpad.com/quickcalcs/grubbs1/) and removed from final analyses, resulting in 5–8 replicates per condition for each analysis. The results are presented as fold change relative to the ‘Father’ group. Statistical analyses were performed using Student's t-tests, where the assumption of equal variance was tested using the F-test. Figures were generated using GraphPad v9.3.1.

Primer Sequences:

Chrna3 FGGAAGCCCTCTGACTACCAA.

Chrna3 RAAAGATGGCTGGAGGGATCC.

Chrnb4 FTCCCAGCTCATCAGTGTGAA.

Chrnb4 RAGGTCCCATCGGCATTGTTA.

Col12a1 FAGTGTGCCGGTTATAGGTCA.

Col12a1 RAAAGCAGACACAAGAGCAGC.

Crhr2 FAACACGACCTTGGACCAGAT.

Crhr2 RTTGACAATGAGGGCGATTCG.

Fzd10 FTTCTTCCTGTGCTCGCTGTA.

Fzd10 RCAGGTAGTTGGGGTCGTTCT.

Fzd7 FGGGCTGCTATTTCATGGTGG.

Fzd7 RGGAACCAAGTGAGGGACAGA.

Igf2 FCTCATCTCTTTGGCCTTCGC.

Igf2 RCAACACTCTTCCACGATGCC.

Kiss1r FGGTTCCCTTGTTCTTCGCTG.

Kiss1r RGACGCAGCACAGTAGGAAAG.

Oprm1 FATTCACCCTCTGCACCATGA.

Oprm1 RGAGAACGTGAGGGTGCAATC.

Prlhr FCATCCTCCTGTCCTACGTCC.

Prlhr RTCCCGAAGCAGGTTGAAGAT.

Sdha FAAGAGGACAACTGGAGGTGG.

Sdha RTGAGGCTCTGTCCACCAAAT.

Tcf7l2 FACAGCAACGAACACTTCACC.

Tcf7l2 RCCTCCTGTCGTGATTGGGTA.

Wnt6 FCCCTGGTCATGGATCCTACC.

Wnt6 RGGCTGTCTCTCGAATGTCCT.

### Sequencing data pre-processing

Raw sequencing reads were first evaluated for quality using FastQC v0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). In our RNAseq analysis, we produced a range of read pairs between 17 and 58 million. Meanwhile, in the reduced-representation bisulfite sequencing, we generated a span of single-ended reads ranging from 30 to 49 million. To address a positional sequencing error within the RNAseq library, where an entire tile within the sequencing chip had extremely low quality, FilterByTile^36^ was applied without incurring biases on the rest of the dataset. Afterwards, sequencing reads were trimmed of adapters and to a minimum of 20 quality score and 20 read length using TrimGalore v0.6.4 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). RRBS sequencing reads were trimmed with TrimGalore’s RRBS mode which eliminates synthetic cytosine signals from the ends of reads that was incorporated during the end-repair process. Reads were checked again for quality after trimming, before further analysis.

### RNAseq analysis

#### Alignment, assignment, and differential expression analysis

Alignment of RNAseq reads was performed using the splice-junction aware alignment software STAR v2.5.4b^37^ with the MicOch1.0^38^ annotation set as the reference genome. Aligned reads were assigned and counted to gene-level features using FeatureCounts v2.0.0^39^.

Gene-level counts from RNAseq reads were imported to R and analyzed using EdgeR v3.28.1^40^. Genes with low counts and those missing counts from at least half of the samples per group were removed from the analysis, resulting in about 70% of annotated genes to be considered in downstream analyses. To facilitate experimental group representation, we utilized the “plot_MDS” function to calculate coordinates for each sample in Euclidean space. The coordinates were visualized using ggplots2 v3.3.3^43^, and. We used the “stat_ellipse” function with a level parameter set to 0.8. We performed a robust Principal Component Analysis (PCA) implemented in the rrcov R package^41^ and identified one RNAseq sample in the Father group with increased orthogonal distance from the rest of the samples in the study, which met criteria for outlier and was excluded from further analysis^42^. Dispersion, biological coefficients of variation (BCV) and normalization factors for the dataset were subsequently estimated. RNAseq samples were evaluated in two-dimensional space using multi-dimensional scaling to determine whether certain principal components are driving the variation among and between groups. Then, the RNAseq design matrix and generalized linear models were created contrasting the four groups of voles (“Attacker”, “Parental”, “Father”, and “Mother”) in the experiment. The “Mother” group was only compared to the “Father” group, as both have experienced pair-bonding, while the virgin male vole groups (i.e., “Attacker” and “Parental”) have not, to reduce confounding variations in the analysis. Hypothesis testing was performed through the likelihood ratio test and any genes with a log_2_ fold change less than − 0.5 or greater than 0.5, and p value < 0.05 were claimed to be a differentially expressed gene (DEGs). These results were represented using volcano plots generated using ggplots2 v3.3.3^43^.

#### Gene ontology enrichment analysis

Differentially expressed prairie vole genes were annotated to the mouse orthologous gene IDs using Ensembl’s biomart^38^ annotation database and SQL manipulations, before they were applied for Kyoto Encylcopedia of Gene and Genomes (KEGG)^44^ pathway analysis, which overcomes KEGG’s lack of annotation for prairie voles. The analysis was performed using a web-based tool, WebGestalt^45^, a hypergeometric overlaps test. Significant pathways were considered by an FDR value < 0.05. For biological process gene ontology pathway enrichment testing, prairie vole gene names were passed to gProfiler^46^ for gene ontology over-representation analysis using Ensembl’s^38^ prairie vole annotation. Enrichment ratio is defined by the following formula:

$$\frac{Intersection\,Size}{\left(\frac{Term\,Size}{Effective\,Domain\,Size}\right)*Query\,Size}$$

#### Rank–rank hypergeometric overlaps

Rank–rank hypergeometric overlaps (RRHO) analysis identifies overlapping transcriptome expression profiles without pre-set thresholds, and determines the degree and the direction of overlapping genes^47^. An improved version of RRHO is applied to allow discordant signatures to be assessed as robustly as concordant signatures. With this, visualization of each quadrant is separated, where the lengths of each side representing the relative length of each input gene list^48,49^. Each expression list was ranked by multiplying the − log_10_(p value) and the sign of the log_2_ fold expression change. RRHO difference maps were generated by representing the − log_10_, Benjamini and Yekutieli adjusted p value from the hypergeometric test^50^.

#### Differential expression clustering

All genes that had a significant expression change between experimental groups (i.e., “Attacker” vs “Parental”, “Attacker” vs “Father”, “Parental” vs “Father”, and “Father” vs “Mother”; Table S2) were collected, and normalized gene counts were formatted into a table in R. Z-scores were calculated for each gene and passed to the pheatmap v1.0.12^51^ package for hierarchical clustering using k-means clustering based on Euclidean distance. All eight clusters were named in roman numbers I–VIII.

#### Gene ontology clustering

Genes in cluster VI of the “Differential Expression Clustering” analysis were taken for evaluation of over-represented ontologies. To simplify the interpretation, the gene ontology pathways were further divided into 10 clusters (named in Arabic numbers 1–10), and a network was constructed using Gene Ontology Markov Clustering (GOMCL)^52^. The resulting network and annotation table were passed to Cytoscape v3.9.1^53^ for network visualization.

### RRBS analysis

#### Alignment, methylation calling, and differential methylation analysis

Bismark v22.3^54^ genome preparation tool was used to create appropriate reference genomes for bisulfite sequencing alignment. Subsequently, quality-checked RRBS sequencing reads were aligned using the bowtie2 based methylation alignment algorithm in the Bismark suite with increased seed extension effort (parameters: -N 1, -L 20, -D 20). To extract methylation status from the alignment data, a methylation extractor tool of Bismark is applied to create a sample-wise list of CpG positions with the number of reads at that location with methylated calls and unmethylated calls. The resulting files were formatted and imported to R for differential methylation analysis. Differential methylation was calculated using a similar design structure to the differential expression analysis, which was processed using DSS general v2.34.0^55^ that implements a bayesian hierarchical model for dispersion estimation of the beta binomial distribution. Differentially methylated CpG sites (DMCs) were those from the Wald testing procedure with p value thresholding < 0.05 and an absolute methylation difference of 15%. The data was represented by a volcano plot created using ggplot2^43^. Differentially methylated regions (DMRs) were calculated using DSS general v2.34.0^55^, using default parameters for length and number of CpGs required per region.

#### Gene annotation, KEGG pathway, and genomic feature distribution analysis

DMCs were annotated to an imported prairie vole genome using a Homer suite tool^56^, where those located in gene promoters and gene bodies were assigned to the corresponding genes. Gene promoters were defined as the region from 2000 base pairs upstream to the transcription starting site (TSS) of each gene. Gene bodies referred to the region from TSS to 1000 bp downstream of transcription termination site (TTS). The associated annotated gene names, were evaluated for over-represented KEGG pathways, as mentioned above, using the orthologous mouse gene annotation, GRCm38^38^ from Ensembl’s Biomart database.

To evaluate the genomic feature distributions between the differentially methylated CpG dataset and a set of CpG sites that were possible to capture through our sequencing method, we in-silico digested the reference genome MicOch1.0 for prairie voles using the MspI enzyme, which cuts at C^CGG regions. After collecting 100 bp regions in the 3′ and 5′ direction of each restriction site and counting the number of CpG dinucleotide regions from the fragment sequences, we annotated the fragments to the reference annotation in the same manner as listed above for the DMCs. Once we had a reference set and the differentially methylated CpG genomic feature distributions, we performed hypergeometric tests to see whether a specific category of genomic feature was under- or over-represented in the differential analysis with Benjamini–Hochberg corrected p values^50^. These analyses were performed using in-house R code and python scripts.

### RNAseq and RRBS correlation analysis

Differentially expressed genes with DMCs were chosen for RNAseq and RRBS correlation analysis. The analysis only included the differentially methylated sites located at gene promoters and gene bodies, and their correlation with transcription changes were done separately. First, for all differentially expressed genes that have DNA methylation changes within the gene body, they were separated into eight quantiles (i.e., 12.5% consecutive increments) according to the value of log_2_ fold gene expression change. Furthermore, for all differentially expressed genes that have differentially methylated sites in their promoters, they were divided into four quartiles (i.e., 25% consecutive increments) based on the value of log2 differential gene expression fold changes. Finally, for either gene body or gene promoter analysis, spearman’s correlation was applied to examine any significant correlation between transcription and DNA methylation changes within each of the 8 quantiles or 4 quartiles, respectively. When surveying DEGs with DMCs found in their promoter, we reduced the number of quantiles because there were less observations available. These correlations were corrected for multiple testing through significance thresholding by Bonferroni correction^57^.

Furthermore, we evaluated the over-represented biological pathways on all genes that had both transcription change and differential DNA methylation in promoter or gene body regions. The analysis was done in each of the four comparisons separately (i.e., “Attacker” vs “Parental”, “Attacker” vs “Father”, “Parental” vs “Father”, and “Father” vs “Mother”), but without segmenting the differential expression data into quantiles. They were evaluated for over-represented KEGG pathways using the annotated mouse gene IDs as mentioned above. These pathways were imported into Cytoscape and were used to construct a similarity network within the EnrichmentMap^58^ plugin. The ClusterMaker^59^ plugin was used to cluster the network using the affinity propagation algorithm^60^ by identifying “exemplars” or highly connected nodes. The resulting clustered network was visualized using Cytoscape v3.9.1^53^. Cluster labels were assigned using the AutoAnnotate^61^ plugin which takes network node information and automatically assigns cluster labels according to a word tag cloud.

## Results

### Behavior

During the pup exposure test, both “Mother” and “Father” groups displayed similar levels of parental behaviors, including nest-building, carrying pups, licking/grooming pups, and huddling behavior. Sexually-naïve (virgin) males were divided into two groups—“Parental” or “Attacker”-based on their behavioral responses towards pups. The latency to attack for each “Attacker” male is included in Supplemental Table 1. Among the four types of parental behaviors collected, “Parental”, “Father”, and “Mother” groups were similar to each other, except that ”Parental” voles engaged in fewer instances (p = 0.006; Fig. 1A) and shorter durations (p = 0.027; Fig. 1B) of huddling behavior than “Mother” voles, but not “Father” voles. Although the “Parental”, “Father”, and “Mother” groups were generally comparable in the non-parental behaviors, particularly auto-grooming and locomotion, we found the “Parental” males rested more often (p = 0.009; Fig. 1C) and had a trend to spend more time sniffing (p = 0.054, ns) and resting (p = 0.051, ns) (Fig. 1D). The full details of the behavioral analyses are available in Supplemental Table 1.

**Figure 1:**
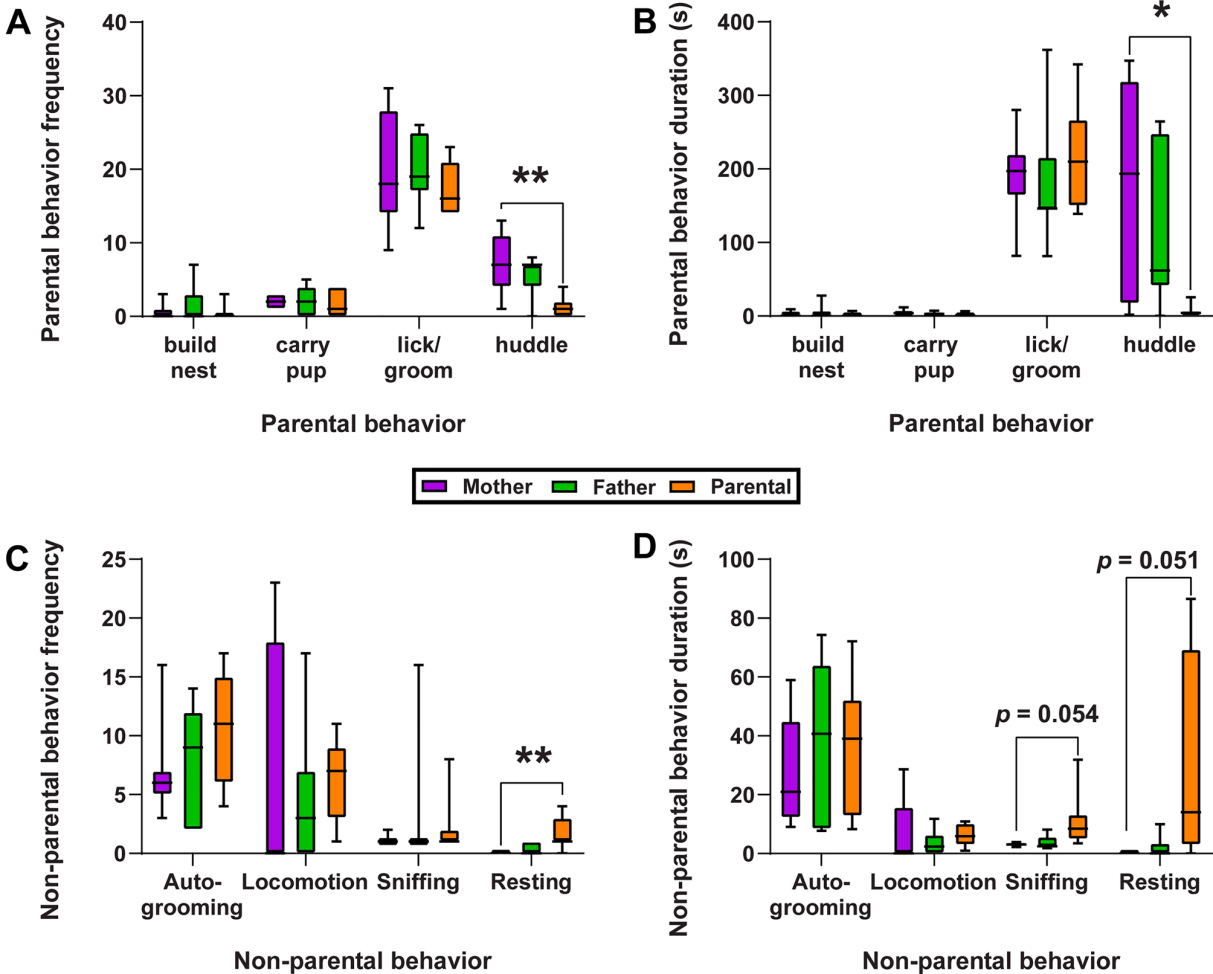
A subset of sexually-naïve male voles exhibit spontaneous parental behaviors. (**A**) The average frequency of each parental behavior for each group. (**B**) The average time spent engaged in each parental behavior for each group. (**C**) The average frequency of each non-parental behavior for each group. (**D**) The average time spent engaged in each non-parental behavior for each group. Whiskers indicate min. and max values. Solid lines indicate median values. N = 7–9 per group. * indicates *p* < 0.05 and ** indicates *p* < 0.01.

### Transcriptome

We found numerous DEGs in the four pair-wise comparisons of “Attacker” vs “Parental”, “Attacker” vs “Father”, “Parental” vs “Father”, and “Father” vs “Mother” (Fig. 2A,B, Table S2). In the PCA analysis (Fig. 2A), it appears that the “Mother” group mainly contributes to clouding of the representation, whereas each of the male experimental groups (“Father”, “Parental”, “Attacker”) appears to occupy their own graphic region with a little overlap. Though there are relatively fewer gene expression changes when comparing across pair-bonding experience or biological sex (N = 252 in “Parental” vs “Father”, N = 214 in “Father” vs “Mother”, Fig. 2B, Table S2), we found higher numbers of differentially expressed genes when “Attacker” group is compared to “Parental” or “Father” group (N = 553 and 352, respectively, Fig. 2B, Table S2), which indicates a more deviated DG transcriptome in “Attacker” virgin males, compared to the other groups of voles. Furthermore, both comparisons yielded more up-regulated genes (“Attacker” vs “Parental”: N = 518, “Attacker” vs “Father”: N = 305. Table S2) than down-regulated ones (“Attacker” vs “Parental”: N = 35, “Attacker” vs “Father”: N = 47; Table S2). We then investigated the over-represented KEGG pathways to obtain biological insights of the transcriptome change. We found the largest number of overrepresented pathways (N = 22) in the “Attacker” vs “Parental” comparison, and a moderate number of enriched pathways in the “Attacker” vs “Father” or “Parental” vs “Father” comparison (N = 10, or 4, respectively) (Table S3). In contrast, we did not identify over-represented pathways in the “Father” vs “Mother” comparison. Though generally more enriched in the “Attacker” vs “Parental” comparison, a number of these pathways are shared between the “Attacker” vs “Parental”, and “Parental” vs “Father” comparisons, such as “ECM-receptor interaction” and “protein digestion and absorption” (Fig. 2C,D, and Table S3). This suggests their expression changes may be implicated in parental behavioral variations in males. Furthermore, a set of genes that includes *Fzd*, *Tcf* and *Wnt* members were consistently detected in the enriched pathways specific to the “Attacker” vs “Parental” and “Attacker” vs “Father” comparisons, but not the other comparisons (Table S3). Though these genes are primarily Wnt signaling molecules, they may also be associated with other KEGG enriched pathways (e.g., Hippo signaling, cancer related pathways; Fig. 2C,D; Table S3). Furthermore, we found the overlapping pathways between the “Attacker” vs “Parental” and “Attacker” vs “Father” comparisons do not include the exact same DEGs. There are 32 overlapping DEGs shared within the overlapping KEGG pathways between the two analyses (Fig. 2E). Among them, many are selectively enriched in a few pathways that include Wnt signaling. For example, *Tcf7* and *Tcf7l2*, transcription factors modulating canonical Wnt signaling pathway output, are both differentially expressed within the “Attacker” vs “Parental” (*Tcf7l2*: log_2_FC = 1.06, p value = 6.81 × 10–5; *Tcf7*: log_2_FC = 0.77, p value = 0.0146, Fig. 2F, Table S2) and “Attacker” vs “Father” comparisons (*Tcf7l2*: log_2_FC = 0.635, p value = 0.0239; *Tcf7*: log_2_FC = 0.712, p value = 0.037, Fig. 2F, Table S2). We also found the main target for the canonical Wnt and BMP signaling *Lef1* is up-regulated in both comparisons (*Lef1*: log_2_FC = 0.563, p value = 0.011, “Attacker” vs “Parental”; *Lef1*: log_2_FC = 0.489, p value = 0.037, “Attacker” vs “Father”, Fig. 2F, Table S2). Together, these results point to the contrasting transcription signatures associated with the paternal behavioral dichotomy seen in virgin male voles and suggests the involvement of selective biological pathways. To validate our RNAseq findings, we performed qPCR on twelve of the genes chosen from the list in Fig. 2F, which include multiple Wnt signaling genes and several neural function related molecules (Supplemental Fig. 1). In general, majority of the genes tested had consistent changes in expression as was found in the RNAseq data. Among the twelve genes, ten (*Chrna3*, *Chrnb4*, *Col12a1*, *Fzd7*, *Fzd10*, *Igf2*, *Kissr1*, *Oprm1*, *Prlhr,* and *Tcf7l2*) were confirmed for their differential expression between “Attacker” vs “Parental”, eleven (*Chrna3, Chrnb4, Col12a1, Fzd7, Fzd10, Igf2, Kissr1, Oprm1, Prlhr, Tcf7l2, and Wnt6*) were confirmed for their transcription changes between “Attacker” vs “Father”. Among them, consistent with the RNAseq results, *Prlhr* was the only one down-regulated in both comparisons. In addition, all except *Tcf7l2,* were confirmed for no expression change between “Father” vs “Parental”.

**Figure 2:**
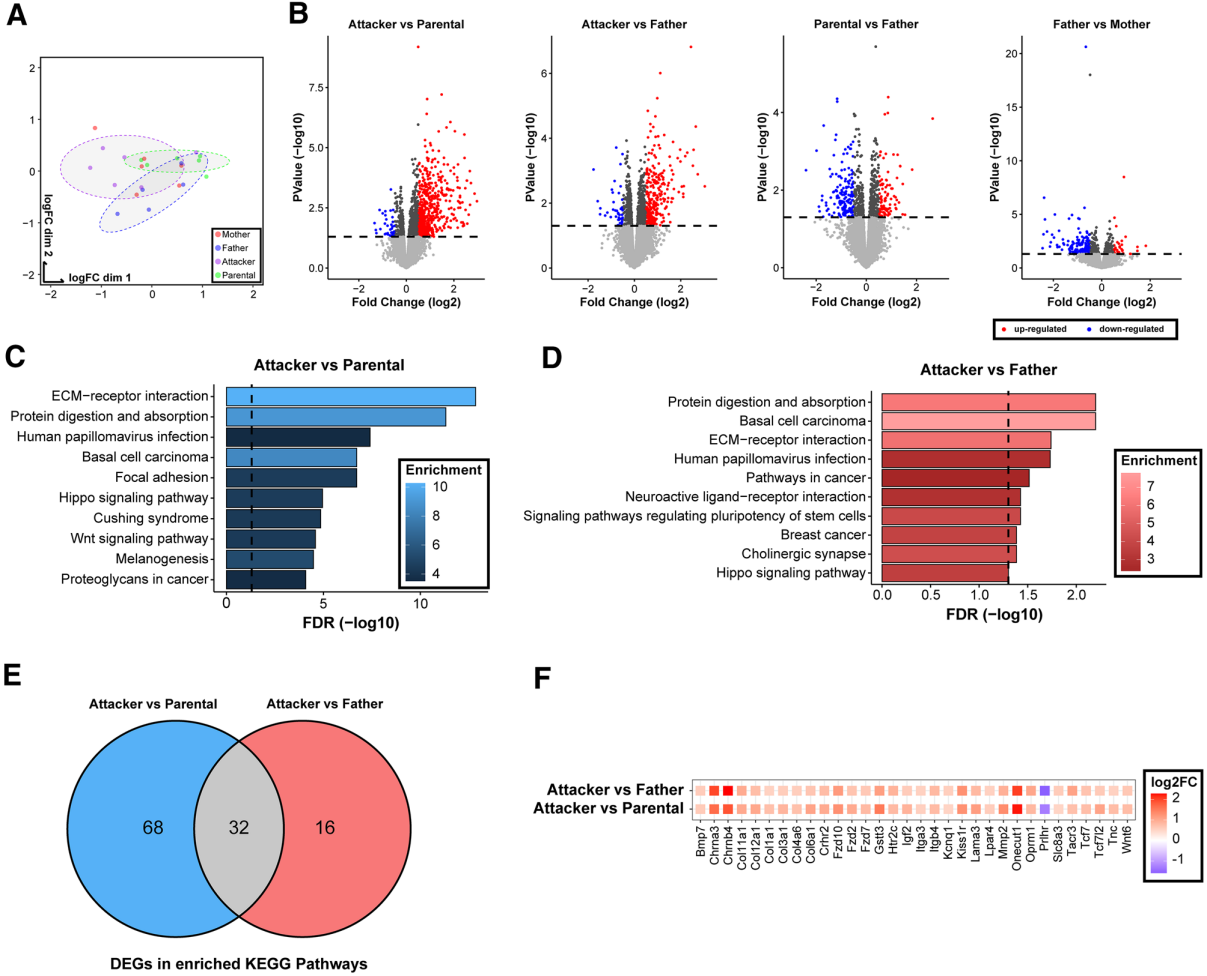
Hippocampal dentate gyrus transcriptome analysis. (**A**) Principal component analysis plot showing the variability of 23 RNA-seq libraries across all groups (6 Attacker, 6 Parental, 5 Father, 6 Mother). Points are color coded according to experimental group, and color-coded circles were drawn using the “stat_ellipse” function in ggplot2 to help represent each of the male groups. (**B**) Volcano plot visualizing differentially expressed genes, in log_2_ transformed Fold Change (log_2_FC) on the x-axis, with − log_10_ adjusted p values on the y-axis. Up-regulated and down-regulated genes are represented in red and blue, respectively, in the comparisons of “Attacker” vs “Parental”, “Attacker” vs “Father”, “Parental” vs “Father”, and “Father” vs “Mother”, as shown from the left to the right. The dashed line represents –log_10_(0.05). (**C**,**D**) Top ten significantly enriched KEGG pathways resulting from the “Attacker” vs “Paternal” comparison (**C**) and the “Attacker” vs “Father” comparison (**D**). The color gradient for each bar represents the enrichment ratio (observed/expected) with brighter color showing higher enrichment. The x-axis represents the − log_10_ transformed FDR value. (**E**) Venn diagram showing the number of differentially expressed genes in the enriched KEGG pathways for “Attacker” vs “Paternal” comparison (blue) and “Attacker” vs “Father” comparison (red), with the grey showing the union of the 32 overlapping genes between the two datasets. These overlapping genes are presented in a dotplot in (**F**) with color code assigned to represent the log_2_FC from the RNAseq comparison.

To further characterize the “Attacker” transcriptome, we performed RRHO^47,48^, an unfiltered transcriptome analysis, and found a vast degree of concordant signals between the “Attacker” vs “Parental” and “Attacker” vs “Father” transcriptome comparisons (total 3,723 genes up-regulated, 4,392 genes down-regulated, unfiltered analysis, Fig. 3A; Table S4). However, virtually no discordant signal was detected in the same analysis (only 1 gene that is down in “Attacker” vs “Parental” comparison is up in “Attacker” vs “Father” comparison; and no overlap between up-regulated genes in “Attacker” vs “Parental” comparison and down-regulated genes in “Attacker” vs “Father” comparison; Fig. 3A; Table S4). This further supports the notion of a profoundly contrasting transcriptome in “Attacker” virgin males when compared to “Parental” and “Father” groups, which shared broad similarities.

**Figure 3:**
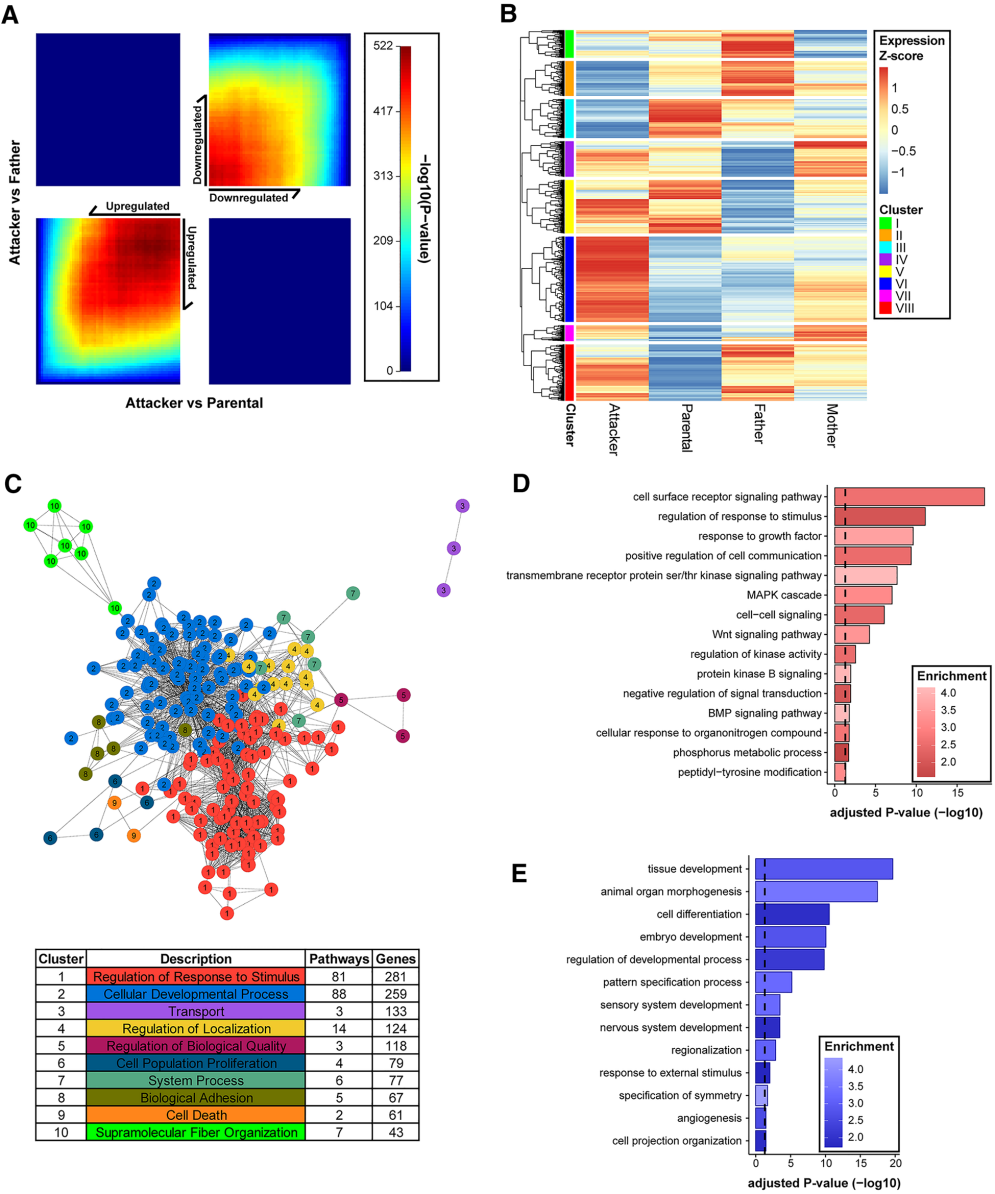
A more deviated transcriptome in Attacker virgin males. (**A**) RRHO analysis of all expressed genes in the “Attacker” vs “Parental” and “Attacker” vs “Father” comparisons, demonstrating either a discordant (top left and bottom right quadrants), or a concordant relationship (top right and bottom left quadrants). The overlap is made in a whole-transcriptome and threshold-free manner, where each pixel represents an overlap of the ranked lists. The color of each pixel represents the Benjamini–Yekutieli adjusted − log_10_(p value) of a hypergeometric test, with warmer colors reflecting more significance. (**B**) Clustered heatmap of all differential genes in each of the four comparisons. The analysis was done by the “pheatmap” software, with rows representing z-scores of normalized gene expression among the four groups in the analysis. The eight clusters (I–VIII) were generated using k-means clustering based on the normalized z-score of genes. (**C**) GOMCL cluster analysis of genes in heatmap cluster VI (**B**). Significantly over-represented biological process gene ontologies were represented in 10 clusters with reduced redundancy. The chart describes the ten simplified clustered pathways with the respective number of pathways included and the number of unique genes within each pathway to the right. Representative GO Biological Process Pathways of GOMCL cluster 1 and cluster 2 are displayed in (**D**,**E**), respectively. The over-represented pathways were modeled using the hypergeometric test with the whole annotated transcriptome as background. The color gradient of each bar represents the enrichment ratio (observed/expected), with brighter color showing higher enrichment. The x-axis represents − log_10_ transformed FDR values.

To obtain a genomic scale overview of transcriptome changes across all groups, we carried out a nuanced approach by constructing a “Differential Expression Clustering” heatmap analysis that includes all DEGs from any of the four comparisons (i.e., “Attacker” vs “Paternal”, “Attacker” vs “Father”, “Paternal” vs “Father”, “Father” vs “Mother”; Table S2) through plotting their inter-group gene expression z-scores (Table S5). Among the eight clusters (I–VIII) classified through k-means clustering, cluster VI has the highest number of DEGs. They were up-regulated in “Attacker”, which is more discordant from the other three groups that were generally down-regulated (Fig. 3B). As cluster VI genes were over-represented in numerous biological process pathways (N = 240 over-represented pathways, Table S6), we further performed a “Gene Ontology Clustering” analysis to construct a clustered similarity network with the majority of these over-represented pathways included (N = 213) to facilitate our interpretation (Fig. 3C, Table S7). Of the ten clusters (named in Arabic numbers 1 to 10) we derived, clusters 1 and 2 contained the largest set of biological process pathways and the highest number of genes (Cluster 1 = 81 pathways, 281 genes; Cluster 2 = 88 pathways, 259 genes, Fig. 3C, Table S7). Together, clusters 1 and 2 account for close to 80% of biological pathways and about 43% of DEGs in differential expression cluster VI. Within cluster 1 (Fig. 3D, Table S7) that is represented by the parent GO term “regulation of response to stimulus”, we found an enrichment of several signaling pathways, with some also recognized within the aforementioned KEGG pathway analysis (Fig. 2), such as Wnt signaling (Enrichment = 3.42, adjusted p value = 0.00128, Fig. 3D and Table S7). For cluster 2 analysis that is represented by the parent GO term “cellular developmental process”, a number of development pathways are enriched, such as nervous system development (Enrichment = 1.851, adjusted p value = 0.000349, Fig. 3E, Table S7), both positive and negative regulation of cell-differentiation (positive regulation: Enrichment = 2.259, adjusted p value = 0.0123; negative regulation: Enrichment = 2.85, adjusted p value = 4.55 × 10^–5^, Table S7). This may reflect DG’s role in adult neurogenesis^62^ that contributes to the paternal behavioral dichotomy.

Beyond cluster VI, in the “Differential Expression Clustering” heatmap (Fig. 3B), clusters II and III also displayed an opposing transcription pattern in “Attacker” compared to the other three groups, with genes in “Attacker” group being down-regulated. From them, numerous gene ontology terms were over-represented, which included neurogenesis (Enrichment = 2.67, adjusted p value = 9.02 × 10^–5^), and synaptic signaling (Enrichment = 5.65, adjusted p value = 7.48 × 10^–10^, Table S6), two of the top enriched ontology terms.

Looking at these gene expression clusters showing up- and down-regulation of neurogenesis related GO terms, this indicates a dysregulation of hippocampal neurogenesis instead a sole up-regulation or down-regulation itself. Furthermore, basal Wnt signaling in the adult brain is necessary to maintain synaptic connectivity, where constitutive release of Wnt ligands contributes to neuronal network maintenance by affecting synaptic mechanisms. Outside of basal Wnt signaling, there appears to be activity-dependent mechanisms to refine, by either strengthening or weakening, synaptic connections^63^, which is consistent with our findings in both directions of synaptic signaling related changes. Together, our results demonstrate a unique biological signaling signature of the DG transcriptome associated with the paternal behavioral dichotomy.

### DNA methylome

To obtain a molecular insight of parental behavior beyond the transcriptome, we examined DNA methylation in the DG, which may mediate gene expression. 

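RRBS reads DNA fragments cut out by the enzyme MspI, so that CpG-rich parts of the genome are covered deeply. Bisulfite treatment leaves methylated cytosines as C and turns unmethylated cytosines into bases that are read as T. The methylation level of a cytosine is the share of its reads that kept a C. The RRBS data came from the DG of 6 “Attacker”, 6 “Parental”, 5 “Father” and 6 “Mother” voles, with 1 library per animal made from 100 ng of DNA and sequenced single-ended over 100 bp. The authors trimmed the reads, aligned them to MicOch1.0 with Bismark and deposited, for each animal, the number of reads and the number of methylated reads at each covered CpG cytosine, without normalization. The cytosines on either strand of a CpG are listed separately. The paper's methods report 30 M to 49 M sequenced reads per RRBS library. The values used here are counts of calls, in which a read counts at each CpG it crosses. The number of calls per animal ranged from 64896224 to 107544819 (median 74879875) in “Attacker”, from 69692806 to 103389420 (median 82299566) in “Parental”, from 69449485 to 129376223 (median 95173226) in “Father” and from 68110536 to 100129133 (median 86675410) in “Mother” voles. An animal had reads at 1906188 to 2238948 cytosines, with a median depth between 19 and 43 reads at a covered cytosine. Of the 4051749 cytosines read in any of the 23 animals, 21.0% had reads in all of them and 19.1% in a single animal. At the 434480 cytosines with at least 10 reads in every animal, the mean methylation level was 5.46% ± 0.536 (SD, n = 6) in “Attacker”, 5.26% ± 0.176 (SD, n = 6) in “Parental”, 5.29% ± 0.275 (SD, n = 5) in “Father” and 5.27% ± 0.102 (SD, n = 6) in “Mother” voles. These means did not differ beyond the spread between animals in any of the 4 comparisons (exact permutation tests, two-sided, p = 0.435 for “Attacker” vs “Parental”, p = 0.545 for “Attacker” vs “Father”, p = 0.861 for “Parental” vs “Father” and p = 0.909 for “Father” vs “Mother”). Without “Attacker” animal 6, which had the highest mean level of all animals, the “Attacker” vs “Parental” difference of 0.204 percentage points became 0.0255, and the “Attacker” vs “Father” difference of 0.179 became 0.00119.

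Differential methylation was computed from the read counts with the 2-group beta-binomial Wald test of DSS, re-implemented, at each cytosine with at least 1 read in each group, since the paper's text names no coverage minimum. Group means were estimated with 0.5 methylated reads per 1 added read, and the dispersion of each group was shrunk toward a prior fitted to cytosines with more than 10 reads in every animal of the group. A DMC was called where the test gave a probability score under 0.05 for a difference of more than 15%, which is the score at which the given part of Table S8 ends (1945 of its 24212 “Attacker” vs “Parental” DMCs). Hypermethylated means higher in the group named first. A further count covered only CpGs with at least 10 reads in at least 4 animals of each group and required a Benjamini-Hochberg adjusted p-value under 0.05. The reads carry no molecular identifiers, so confidence intervals and Fisher's exact tests on reads cover counting error only.

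**Figure D1:**
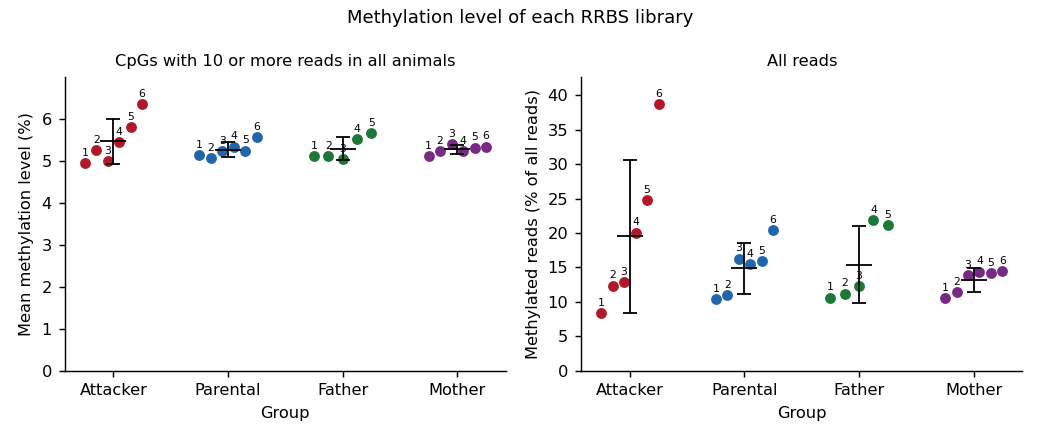
Methylation level of each RRBS library by group, with 1 point per animal labelled by its replicate number and bars for the group mean and SD. The left panel gives the mean level in percent over the 434480 cytosines with at least 10 reads in every animal, and the right panel the methylated share of all reads in percent, which was 8.34% in “Attacker” animal 1 and 38.7% in “Attacker” animal 6, whose mean levels were 4.95% and 6.35%.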

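In the “Attacker” vs “Parental” comparison, 20580 of 2758337 tested cytosines were DMCs, of which 12663 were hypermethylated in “Attacker” and 7917 hypomethylated, a hypermethylated share of 61.5%. The “Attacker” vs “Father” comparison gave 15466 hypermethylated and 9072 hypomethylated DMCs, or 63.0% hypermethylated. In “Parental” vs “Father” the numbers were 15533 and 14508 (51.7% hypermethylated), and in “Father” vs “Mother” they were 16239 and 13178 (55.2%). The median size of the fitted difference at a DMC was between 73.4 and 73.9 percentage points in the 4 comparisons. Counting reads only at CpGs with at least 5 reads in at least 3 animals of each group gave 60.3%, 60.4%, 49.9936% and 54.8% hypermethylated DMCs in the same order, so that the “Parental” vs “Father” share fell to the other side of equality. Among the DMCs at well-covered CpGs that passed the adjusted threshold, the hypermethylated shares were 57.5%, 58.0%, 46.6% and 37.6%, under 50% in “Parental” vs “Father” and in “Father” vs “Mother”. The share in “Attacker” vs “Parental” was 47.7% without “Attacker” animal 6 and at least 56.7% when any other animal was left out. Leaving out the same animal lowered the “Attacker” vs “Father” share to 50.5%, while the remaining 10 fits gave 58.5% or more. For “Parental” vs “Father” the share fell under 50% without “Parental” animal 6 (48.5%) and without “Parental” animal 4 (49.4%), and the other fits of this kind gave up to 55.5%.

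**Figure D2:**
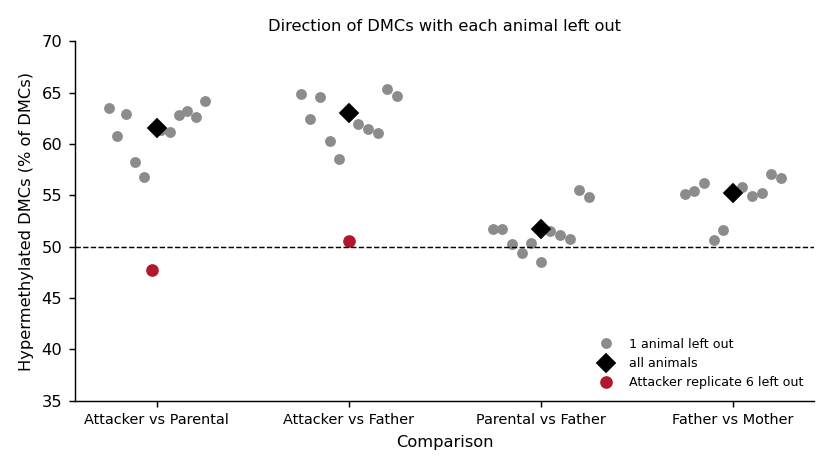
Share of DMCs hypermethylated in the group named first, in percent, for each comparison, with all animals (black diamonds) and with each animal left out in turn (grey points, or red where “Attacker” animal 6 was left out). The dashed line marks equal numbers of hypermethylated and hypomethylated DMCs, and the red points lie at 47.7% in “Attacker” vs “Parental” and 50.5% in “Attacker” vs “Father”.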

By using RRBS methylome profiling^34^, we found numerous DMCs in each of the four pair-wise comparisons with consistently more hypermethylation sites than hypomethylation sites (Fig. 4A, Table S8). 

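“Parental” vs “Father” gave 30041 DMCs among 2635844 tested cytosines (1.14%), and “Father” vs “Mother” gave 29417 among 2612548 (1.13%). Of the settings tried, the one that raised these counts most, chosen after the data had been seen, scaled the read weights over the animals that had reads at a cytosine, which raised them to 116652 and 119442. It gave 122611 DMCs in “Attacker” vs “Parental” and 122624 in “Attacker” vs “Father”, so that the order of the comparisons changed. After Benjamini-Hochberg adjustment over all tested cytosines, 1445 “Parental” vs “Father” and 1347 “Father” vs “Mother” DMCs had an adjusted p-value under 0.05. The 3 well-covered CpGs named for “Parental” vs “Father”, chosen for the smallest p-values and for groups that do not overlap, were hypermethylated in “Father” voles. A CpG at position 2939856 of linkage group LG1, within Sppl2b, had a level of 99.2% ± 1.56 (SD, n = 4 animals with reads) in “Father” voles. In 4 “Parental” voles 0 of 81 reads were methylated, which allows a share of up to 4.53% (upper 95% Wilson bound). A CpG within S1pr5 (chromosome 5, position 15359049) and a CpG within Saxo2 (chromosome 22, position 12746749) had differences between the mean levels of -97.1 and -93.6 percentage points, respectively. No test across animals is given at CpGs chosen in this way, since the choice fixes its outcome.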

Unlike what we found in the transcriptome analysis that “Attacker” vs “Parental” and “Attacker” vs “Father” comparisons had the most transcription changes than the other comparisons, the highest number of DMCs was found in “Parental” vs “Father” and “Father” vs “Mother” comparisons (total number in 34,453, and 34,468, respectively). In contrast, “Attacker” vs “Parental” and “Attacker” vs “Father” comparisons have substantially lower number of methylation changes (24,212 and 28,549 DMCs, respectively; Fig. 4A, Table S8). This may be explained by the plausible involvement of DNA methylation in sex difference or sexual experience. In addition, we calculated DMRs from the DMCs for each comparison. 

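The “Attacker” vs “Father” comparison gave 24538 DMCs among 2669823 tested cytosines (0.919%), against 0.746% of the cytosines tested in “Attacker” vs “Parental”. When each animal was left out in turn, the counts were 23893 to 27730 in “Attacker” vs “Parental”, 28346 to 37612 in “Attacker” vs “Father”, 35182 to 43210 in “Parental” vs “Father” and 35497 to 41975 in “Father” vs “Mother”, all above the counts with all animals. The “Attacker” vs “Father” count rose most without “Father” animal 4 (37612) and “Father” animal 5 (37311), without which “Parental” vs “Father” had 42292 and 43210 DMCs and “Father” vs “Mother” 41118 and 41975. DMCs were concentrated at cytosines that few animals covered. In “Attacker” vs “Parental”, 57.4% of DMCs had reads in a single animal of the group with fewer covered animals, compared to 19.0% of the tested cytosines. The corresponding DMC shares were 61.1% in “Attacker” vs “Father”, 67.0% in “Parental” vs “Father” and 64.4% in “Father” vs “Mother”. Only 127 “Attacker” vs “Parental” DMCs (0.617%) had reads in all 12 animals, against 35.8% of the cytosines tested. The median number of reads in the group with fewer reads was 17 at “Attacker” vs “Parental” DMCs and 82 at tested cytosines. The 3 well-covered CpGs named for “Attacker” vs “Parental”, chosen for the smallest p-values and for groups that do not overlap, were hypermethylated in “Attacker” voles. Within Colq (chromosome 6, position 60606886), 81 of 81 reads were methylated in 4 “Attacker” and 0 of 66 in 4 “Parental” voles. Within Apba2 (chromosome 22, position 28256218) the level was 100% in 4 “Attacker” voles and 4.81% ± 8.03 (SD, n = 5) in “Parental” voles. The last CpG, 29374 bp from Casz1 (chromosome 10, position 84083677), had 96.0% ± 8.06 (SD, n = 4) in “Attacker” voles and 0 of 89 reads methylated in 4 “Parental” voles. A CpG chosen in the same way in “Attacker” vs “Father”, within the X-linked gene Shroom2 (position 58269174), had 97.7% ± 4.55 (SD, n = 4) in “Attacker” and 0% in 4 “Father” voles, which allows up to 3.35% of reads (upper 95% Wilson bound).

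**Figure D3:**
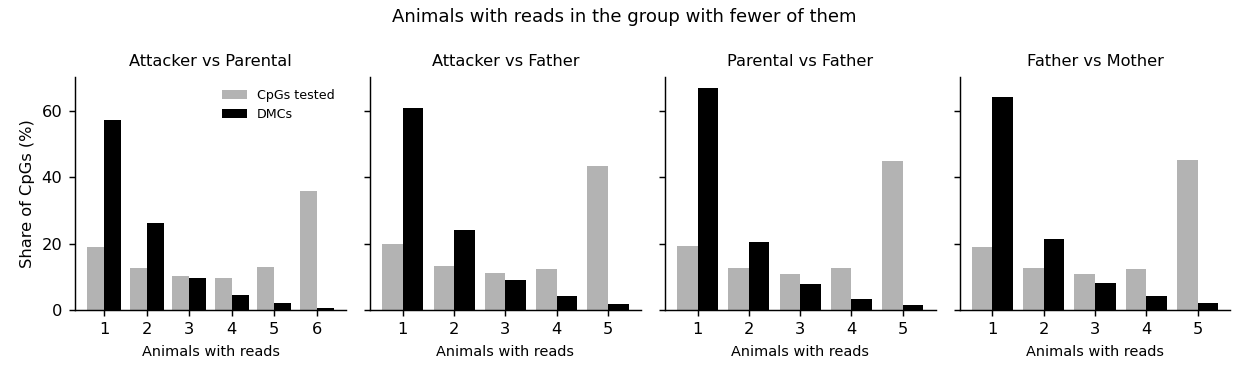
Percentage of DMCs and of tested cytosines by the number of animals with reads in the group with fewer of them, for each comparison. The bar at 1 animal holds 57.4% to 67.0% of DMCs and 19.0% to 20.0% of tested cytosines.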

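At the CpGs with at least 10 reads in at least 4 animals of each group, 313 of 1266207 were DMCs after adjustment in “Attacker” vs “Parental”, 333 of 1159332 in “Attacker” vs “Father”, 369 of 1187448 in “Parental” vs “Father” and 864 of 1183211 in “Father” vs “Mother”. Of the alternatives fitted without a replicate term, an arcsine-link model moved these counts most, with 1071, 1144, 1100 and 2198 CpGs in the same order. On part of the genome, 100 groupings of the same animals at these group sizes were fitted, the real one included. As many well-covered DMCs came from 74, 50 and 50 of them in the comparisons between males, whose counts therefore do not stand apart from arbitrary groupings. In “Father” vs “Mother” only the real grouping, 1 of the 100, reached its count. For DMCs at all tested cytosines the numbers were 81, 23, 55 and 8. Of the 864 “Father” vs “Mother” DMCs, 208 lay on the X chromosome, which held 0.707% of the CpGs tested there, and 193 of these were more methylated in “Mother” voles. The X-linked DMCs numbered 2, 3 and 1 in the comparisons between males. Among the 1470 X-linked cytosines with at least 10 reads in every animal, the share at a level of 20 to 60% was 25.9% ± 3.01 (SD, n = 6) in “Mother” and 5.28% ± 0.588 (SD, n = 5) in “Father” voles, with every “Mother” above every “Father” (exact permutation test, two-sided, p = 0.00433, the smallest possible for 6 against 5 animals). Both X-linked CpGs among the 3 named, chosen for the smallest p-values and for groups that do not overlap, were hypermethylated in “Mother” voles, at CpGs 15236 bp from LOC101991284 (position 4491495; 95.2% ± 8.51 (SD, n = 6) in “Mother” and 4.46% ± 6.50 (SD, n = 5) in “Father” voles) and 3268 bp from Utp14a (position 421229; 86.6% ± 11.3 (SD, n = 6) against 0 of 112 reads in 5 “Father” voles). The remaining named CpG, at position 703217 of an unplaced scaffold, was hypermethylated in “Father” voles (mean levels of 100% against 3.85%). The level at position 4491495 did not follow sex, since “Attacker” animals 2 to 5 and “Parental” animals 4 and 6 also had 100%. The other “Attacker” and “Parental” voles had 0% to 11.6% there. At position 421229, “Attacker” and “Parental” voles had at most 4.55%, apart from “Attacker” animal 6 (100% from 1 read). On the other chromosomes and scaffolds, 656 “Father” vs “Mother” CpGs were DMCs, 310 of them hypermethylated in “Father” and 346 in “Mother” voles. “Parental” and “Father” voles differ in sexual experience and “Father” and “Mother” voles in sex, and from the higher numbers of DMCs in these pairs the paper proposes that DNA methylation takes part in sex difference or sexual experience.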

In line with our DMCs analysis, we found that the “Parental” vs “Father” and “Father” vs “Mother” comparisons had more DMRs (with 322 and 340 DMRs, respectively), than “Attacker” vs “Parental” and “Attacker” vs “Father” comparisons (with 161 and 224 DMRs, respectively, Table S8). 

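Regions of at least 3 CpGs and more than 50 bp, in which DMCs lay within 50 bp of each other and made up more than 50% of the CpGs, numbered 168 in “Attacker” vs “Parental”, 229 in “Attacker” vs “Father”, 304 in “Parental” vs “Father” and 315 in “Father” vs “Mother”. Their median length was 69 to 71 bp with a median of 4 CpGs, and they held 3.17% to 4.15% of the DMCs. In “Attacker” vs “Parental” 127 DMRs were hypermethylated in “Attacker”, and in “Parental” vs “Father” 163 of the DMRs were hypermethylated in “Father” voles. With a Wald p-value under 1e-05 for the CpGs that seed a region only 3, 3, 3 and 5 DMRs were called, while read weights scaled over the animals with reads, chosen after the data had been seen, gave 3006, 3176, 2901 and 3049. The DMR with the most CpGs in “Attacker” vs “Parental”, with 19 CpGs on chromosome 18 from 5483987 to 5484063, lay 149316 bp from the nearest annotated gene, Rbbp8. Its 11 DMCs had reads in 2 “Attacker” voles, with 88 of 88 calls methylated in animal 2 and 77 of 77 in animal 4, and in a single “Parental” vole, animal 2, with 0 of 121. The other 8 CpGs of the region were not DMCs. “Parental” animal 2 was not unmethylated across the region. Over all 19 CpGs, 175 of its 321 calls were methylated, all of them at those 8 CpGs. The same interval was the DMR with the most CpGs in “Parental” vs “Father”, where the DMCs had reads in “Parental” animal 2 and in “Father” animal 5 only (253 of 253 calls methylated). In “Attacker” vs “Father” it was a DMR of 13 CpGs within Gpr39 (chromosome 6, from 4841729 to 4841793). Its 7 DMCs had a level of 96.0% ± 5.77 (SD, n = 5 animals with reads) in “Attacker” voles and 0 of 91 calls methylated in “Father” animal 5, the only “Father” vole with reads there. In “Father” vs “Mother” it spanned 19 CpGs on chromosome 19 from 46539162 to 46539231, 120892 bp from Tas2r1, and its 11 DMCs had a level of 99.5% ± 0.875 (SD, n = 3) in “Father” voles and of 0% in “Mother” animals 4 and 5. Over all 19 CpGs, “Mother” animal 4 had 56 of 144 calls methylated, none of them at the DMCs. Calls of neighboring CpGs share reads and are not independent. No test across animals is given at these DMCs, since they were chosen for their differences and 3 of the comparisons have a single animal in a group.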

The small number of DMRs could be explained by the enrichment methods from the RRBS library preparation and influenced by the cell type heterogeneity in the DG, therefore we opted to focus primarily on DMCs for further analyses.

**Figure 4:**
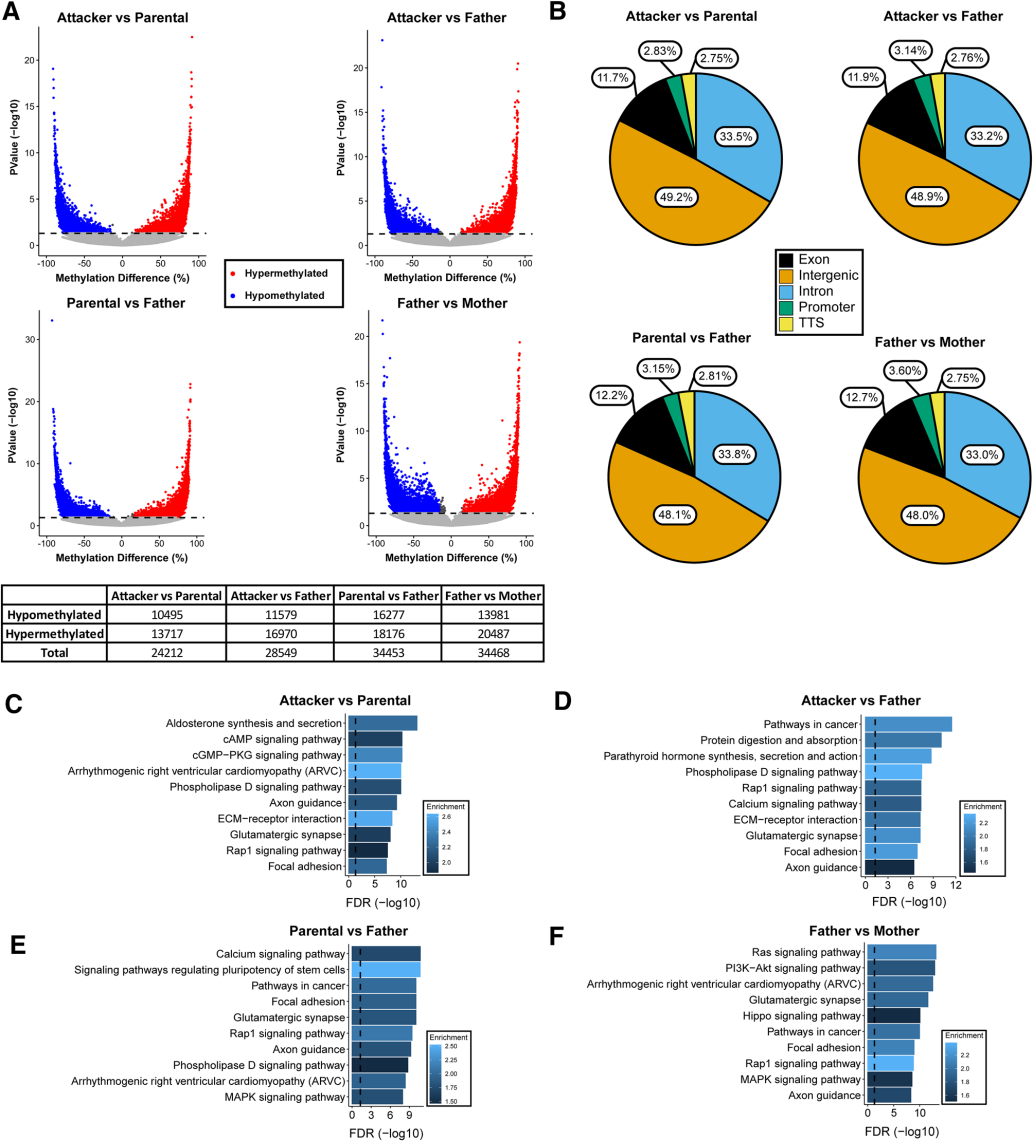
Differential DNA methylation analysis. (**A**) Volcano plot visualizing DMCs. Percentage of methylation difference is represented on the x-axis, while the − log_10_(p value) is represented on the y-axis. Hypermethylated CpGs and hypomethylated CpGs are represented in red and blue, respectively. The horizontal dashed line corresponds to − log_10_(0.05) to represent a threshold for significance. The chart on the bottom demonstrates the numbers of differentially methylated sites in each comparison. (**B**) Pie charts represent the genomic feature distribution of the DMCs from each comparison. Labels within each section represent the % of DMCs that fall within these features. TTS stands for transcription termination site. (**C**,**D**,**E**,**F**) The top 10 ranked over-represented KEGG pathways of genes that contain DMCs within their boundary (from 2000 bp upstream of the transcription start site to 1000 bp downstream of the transcription termination site) for the comparisons of “Attacker” vs “Parental” (**C**), “Attacker” vs “Father” (**D**), “Parental” vs “Father” (**E**), and “Father” vs “Mother” (**F**). In each of the panels, the vertical dashed line represents an FDR cutoff of 0.05, and the color represents the enrichment ratio of the pathways.

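The gene annotation used here gives the start and end of each gene on the chromosomes and linkage groups of MicOch1.0, which hold 15237 of the “Attacker” vs “Parental” DMCs. Of these, 54.4% lay between the start and the end of a gene, compared to 61.5% of the cytosines tested on the same chromosomes, an odds ratio of 0.744. For the other three comparisons, 54.3% of DMCs lay within genes and the odds ratios were between 0.722 and 0.731. At the well-covered CpGs that passed the adjusted threshold, 60.0% of DMCs against 65.3% of tested CpGs were within genes in “Attacker” vs “Parental”, and the DMC shares in the other comparisons ranged from 53.1% to 57.5%. Exons, introns and promoters were not told apart here.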

We found that most of the DMCs are located in intergenic and intronic genomic regions (around 50% and 30%, respectively, in each comparison; Fig. 4B, Table S8), and around 3% of DMCs reside are at promoters (Fig. 4B). In order to determine whether the possible captured CpG sites in the reference genome were influencing the genomic feature distribution, we calculated the proportion of CpG sites within 100 bp of all MspI sites in the reference genome. After performing Hypergeometric tests, we found that there was an over-representation of DMCs in exon (log_2_ Odds Ratio (log_2_OR) = 0.297, FDR = 2.17 × 10^–215^, “Attacker” vs “Parental”; log_2_OR = 0.308, FDR = 2.84 × 10^–277^, “Attacker” vs “Father”; log_2_OR = 0.315, FDR = 1.21 × 10^–244^, “Parental” vs “Father”; log_2_OR = 0.337, FDR = 4.18 × 10^–287^, “Father” vs “Mother”; Table S9) and TTS regions (log_2_OR = 0.148, FDR = 1.17 × 10^–16^, “Attacker” vs “Parental”; log_2_OR = 0.149, FDR = 9.94 × 10^–20^, “Attacker” vs “Father”; log_2_OR = 0.157, FDR = 1.21 × 10^–26^, “Parental” vs “Father”; log_2_OR = 0.149, FDR = 3.35 × 10^–23^, “Father” vs “Mother”; Table S9). Furthermore, we found that there was a significant under-representation of promoter DMCs (log_2_OR = − 0.535, FDR = 1.39 × 10^–230^, “Attacker” vs “Parental”; log_2_OR = − 0.489, FDR = 5.00 × 10^–241^, “Attacker” vs “Father”; log_2_OR = − 0.487, FDR = 3.26 × 10^–289^, “Parental” vs “Father”; log_2_OR = − 0.429, FDR = 9.63 × 10^–242^, “Father” vs “Mother”; Table S9) with respect to the reference distribution. Because we have defined promoter from − 2000 bp to the start of TSS, instead of into the exon 1 as some others have done, this may be contributing to decreased promoter representation and increased exon representation.

To explore the functional implication of this vast array of DNA methylation changes, we examined the pathways over-represented by genes containing DMCs in promoter or gene body regions (Table S10). We found that over 100 KEGG pathway terms are enriched in each of the four comparisons and many of them are overlapping. By examining the top 10 enriched pathways (Fig. 4C–F), none appears to be unique to each comparison. Instead, over 80 pathways are over-represented in all four comparisons (Fig. S2A, Table S10). These include “ECM-receptor interaction” and “protein digestion and absorption”, the top two common pathways identified in the aforementioned transcriptome comparisons (Fig. 2C,D; Table S3), which suggests a canonical transcription regulatory role of DNA methylation in paternal behavior. “Oxytocin signaling”, a key pair-bonding pathway that is known to subject to DNA methylation modulations^23^, is also enriched in all comparisons (Fig. S2A). Additionally, “Rap1 signaling”, “glutamatergic synapse”, “axon guidance”, “PI3K-Akt signaling”, “calcium signaling”, “cAMP signaling”, “cholinergic synapse”, “Ras signaling”, “GnRH signaling”, “thyroid hormone synthesis” are all notable overlapping pathways, to name a few (Fig. S2A). Furthermore, we found 60 pathways over-represented in one, two, or three, but not four, comparisons (Fig. S2B, Table S10), with over half of them not enriched in the “Attacker” vs “Parental” comparison, such as “neurotrophin signaling pathway” and “VEGF signaling pathway”. Among them, a dozen pathways are only enriched in one comparison (e.g., P53 signaling in “Attacker” vs “Father”, vasopressin in “Father” vs “Mother”), but their enrichments are not the highest based on FDR values (Fig. S2B). In the meantime, we found some immune related pathways appearing to be enriched in “Father” related comparisons, which include “NF-kappa B signaling”, “T cell receptor signaling”, “B cell receptor signaling”, “Fc signaling”, to name a few (Fig. S2B).

### Transcriptome–methylome correlation

The numerous differential methylation pathways that are mostly overlapping across comparisons may suggest DNA methylation’s canonical roles widely associated with parental behaviors. Therefore, the DNA methylation changes may represent a spectrum of molecular signatures of the parental behavior variations as indicated by the inter-group behavioral examinations (Fig. 1). Given the regulatory role of DNA methylation in gene transcription, we then moved forward to explore any association between DNA methylome and transcriptome alterations.

We began our study on the interplay between the transcriptome and DNA methylome in the prairie vole DG by examining the changes in a gene's expression and the differential methylation of cytosines within the same gene locus. Our preliminary analysis indicated no direct correlation between these two data sets. Consequently, we chose to divide our dataset into quantiles based on gene expression and analyze the differential methylation of cytosines corresponding to various degrees of gene expression in either gene-body regions or promoter regions separately. We initially noticed several intriguing qualitative observations (Fig. S3A–H). 

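For the “Attacker” vs “Parental” comparison, the log2 fold changes of Table S11 were set beside the methylation differences re-fitted at each of its cytosines, 1566 in gene bodies of 580 genes, divided into 8 quantiles of expression change, and 60 in promoters of 46 genes, divided into 4. The re-fitted difference had the same sign as that of Table S11 at all of these cytosines, of which 1169 in gene bodies and 41 in promoters passed the DMC criterion here. In the promoter quantile with the lowest expression change (log2 fold change -0.67 to 0.16), the mean methylation difference was 33.6 percentage points higher in “Attacker” ± 65.3 (SD over 15 cytosines of 12 genes), with 11 cytosines hypermethylated and 4 hypomethylated. Leaving out each animal in turn gave means from 15.3 points, without “Parental” animal 3, to 42.3 points. Cytosines are not independent replicates, and none of the 15 had at least 5 reads in at least 3 animals of each group.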

First, we noticed that for quantiles related to the most decreased gene expression, the average differential methylation change for cytosines associated with gene promoters was positive (Fig. S3B,D,F,H). This observation seemed to align with the traditional gene silencing role of DNA methylation. 

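In gene bodies, the quantiles between the lowest and the highest had mean “Attacker” vs “Parental” differences between 5.82 and 12.1 percentage points, with standard deviations over cytosines of 69.7 to 71.3 points. The share of cytosines hypermethylated in “Attacker” was between 53.3% and 57.9% in these quantiles. In promoters, the middle quantiles had means of 4.65 points ± 72.3 (SD over 18 cytosines) and -9.99 points ± 74.8 (SD over 12 cytosines). The latter mean rose to 9.84 points without “Parental” animal 1.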

Secondly, we observed variability in corresponding DNA methylation changes for DMCs located both in the gene-body and the promoter regions for genes with medium-level expression quantiles (Fig. S3A–H). This observation could potentially represent a mix of dynamic gene regulatory mechanisms influencing variable gene expression. Lastly, we observed that in the highest gene expression quantiles, the associated changes in DNA methylation for DMCs within these genes also tended to be positive (Fig. S3A–H). However, when we correlated the gene expression quantiles with their associated DNA methylation levels using Spearman correlations, no significance was detected. 

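The gene-body quantile with the highest expression change (log2 fold change 1.08 to 2.87, 186 cytosines of 72 genes) had a mean “Attacker” vs “Parental” methylation difference of 19.8 percentage points ± 67.2 (SD over cytosines), with 118 cytosines hypermethylated in “Attacker” voles. With each animal left out, this mean was between 16.9 and 23.4 points. The gene-body quantile with the lowest expression change had a mean of 17.4 points ± 69.2 (SD over 168 cytosines), with 61.9% hypermethylated in “Attacker” voles. Over all gene-body cytosines the mean was 10.9 points and the hypermethylated share 57.3%. A positive mean was therefore not specific to the highest gene-body quantile. In the highest promoter quantile (log2 fold change 0.86 to 1.48) the mean was 28.5 points ± 71.3 (SD over 15 cytosines of 11 genes), and it dropped to 5.49 points without “Attacker” animal 6.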

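Within the quantiles of the “Attacker” vs “Parental” comparison, Spearman correlations across cytosines between the log2 fold change of the gene and the re-fitted methylation difference were computed for 12 relations. In gene bodies rho ranged from -0.182 to 0.0573 and in promoters from -0.349 to 0.341, and no permutation p-value passed the Bonferroni-corrected thresholds of 0.00625 (8 gene-body quantiles) and 0.0125 (4 promoter quantiles). The smallest was in gene-body quantile 8 (rho = -0.182, p = 0.0129 from a permutation test, two-sided, Benjamini-Hochberg adjusted p = 0.155 over the 12 relations). Averaging the cytosines of each gene gave rho = -0.307 (permutation p = 0.00937, 72 genes) in this quantile, and keeping the 26 cytosines with at least 5 reads in at least 3 animals of each group turned the sign (rho = 0.416, permutation p = 0.0354). These correlations are across cytosines, which are not independent replicates.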

Only two quantiles showed a trend towards significant relationship between methylation and expression changes after adjusting for multiple comparisons using a Bonferroni-corrected α value. For example, in the gene-body subset of the “Parental” vs “Father” comparison, there was a trending positive correlation between gene expression and DNA methylation for quantile 8 (rho = 0.253, p value = 0.011, Bonferroni-α = 0.0064, Fig. S3I, Table S11), and in the promoter-focused “Attacker” vs “Father” comparison, there also was a trending positive correlation between gene expression and DNA methylation in quantile 3 (rho = 0.683, p value = 0.014, Bonferroni-α = 0.0127; Fig. S3J, Table S11).

While these quantiles were not significantly correlated with DNA methylation, we recognized a number of functional meaningful genes, which included those belonging to the Wnt signaling pathway. For example, *Dkk3*, a secreted inhibitor of Wnt signaling, was slightly under-expressed while having a hypermethylated CpG in the promoter region of “Attacker” (log_2_FC = − 0.264, differential methylation = 0.743, “Attacker” vs “Parental”, Table S11), which is consistent with the repressive role of DNA methylation on gene transcription at gene promoters. Furthermore, *Fzd10*, a membrane bound Wnt receptor, was up-regulated with a hypomethylated CpG within intron 1 (log_2_FC = 1.280, differential methylation = − 0.613, “Attacker” vs “Parental”, Table S11). In addition, there were two gene body hypermethylated sites in the upregulated gene *Enpp2* (log_2_FC = 1.862, “Attacker” vs “Parental”, Table S11), whose protein product can function as a phosphodiesterase to catalyze the production of lysophosphatidic acid (LPA), which is known to activate the β-catenin pathway^64,65^. Together these results implicate that DNA methylation selectively impacts certain regulatory systems to affect paternal behaviors.

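The promoter CpG of Dkk3 in Table S11 lies at position 3736680 of chromosome 8, 149 bp outside the annotated end of the gene (3693538 to 3736531) and 143 bp upstream of its transcription start site. In “Attacker” voles it had reads in 2 animals, with 13 of 13 methylated in animal 2 and 1 of 1 in animal 4. In “Parental” voles it had reads in 3 animals, with 0 of 17 methylated in animal 1, 0 of 15 in animal 4 and 0 of 18 in animal 6. The pooled shares were 14 of 14 reads (95% Wilson interval 78.5 to 100%) and 0 of 50 reads (upper bound 7.13%), which differ on the reads (Fisher's exact test, two-sided, p = 2.09e-14). This test takes reads as independent, while 13 of the 14 “Attacker” reads came from animal 2. It does not cover the spread between animals. Across animals the levels of 100% and 0% gave p = 0.2 in an exact permutation test (two-sided), the smallest possible for 2 against 3 animals. The fitted difference was 78.6 percentage points (standard error 26.8), and the CpG was a DMC.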

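The Fzd10 CpG lies at position 18710160 of chromosome 2, within the gene (18708459 to 18711173), where Table S11 places it in exon 1 of 1. Reads were present in 3 “Attacker” voles, with levels of 0% in animal 1 (16 reads) and animal 2 (3 reads) and 100% in animal 4 (14 reads). In “Parental” voles, 5 animals had levels of 90 to 100% over 10 to 33 reads, and animal 4 had 1 read, which was unmethylated. The mean level was 33.3% ± 57.7 (SD, n = 3) in “Attacker” and 81.7% ± 40.2 (SD, n = 6) in “Parental” voles, a difference within the spread between animals (exact permutation test, two-sided, p = 0.452). Pooled over animals, 14 of 33 reads (95% Wilson interval 27.2 to 59.2%) were methylated in “Attacker” and 96 of 98 (92.9 to 99.4%) in “Parental” voles (Fisher's exact test, two-sided, p = 3.78e-12). The test on reads again takes them as independent, and all 14 methylated “Attacker” reads came from animal 4. The fitted difference was -51.4 percentage points (standard error 29.6), which did not pass the DMC criterion in the main fit.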

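Enpp2 spans 123094 to 233108 of linkage group LG3, and the sites of Table S11 lie at positions 168402 (intron 4) and 217950 (intron 20 of 25). At position 168402, reads were present in “Attacker” animals 4 (41 reads) and 5 (12 reads), all methylated. In “Parental” voles the level was 0% in animal 1 (16 reads), animal 2 (8 reads) and animal 3 (29 reads) and 100% in animal 6 (29 reads). The fitted difference at this CpG was 56.6 percentage points (standard error 28.6), which passed a Wald p-value under 0.05 with a difference over 15% (p = 0.0478) but not the probability score used for DMCs here, and the difference of 75.0 points between the mean levels gave p = 0.4 in an exact permutation test (two-sided), where 2 against 4 animals allow no p under 0.133. At position 217950, 21 of 21 reads were methylated in “Attacker” animal 2, the only “Attacker” vole with reads (95% Wilson interval 84.5 to 100%), and 0 of 44 reads in 3 “Parental” voles (upper bound 8.03%). The fitted difference there was 77.2 percentage points (standard error 29.8), a DMC, and with 1 “Attacker” vole no test across animals could be made.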

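The calls at the CpGs of Dkk3, Fzd10 and Enpp2 depended on single animals, and some also on the settings of the fit. With all animals kept, Fzd10 was a DMC with a pseudocount equal to the mean level of the group (-61.2 percentage points, against -61.3 in Table S11). At the DMCs in the given part of Table S8, this pseudocount was closer to the paper's differences than the main fit (median gaps of 0.836 and 3.07 points). Fzd10 was also a DMC with read weights scaled over animals with reads (-60.0 points). Of these settings, both chosen after the data had been seen, only the latter called position 168402 of Enpp2 (72.3 points). Without “Attacker” animal 2 the Dkk3 difference was 60.6 percentage points and was no longer a DMC, while the other fits with 1 animal left out gave 77.0 to 77.7 points. The Fzd10 difference became -80.5 points, a DMC, without “Attacker” animal 4, and lay between -55.2 and -41.9 points when any other animal with reads was left out. At position 168402 of Enpp2 the difference was 85.0 points, a DMC, without “Parental” animal 6 and 50.0 to 53.2 points otherwise. At position 217950, leaving out each “Parental” animal gave 75.1 to 76.5 points. No CpG of the 4 had a Benjamini-Hochberg adjusted p-value below 1 over all tested cytosines. From these genes, for which it reports both expression and methylation differences, the paper proposes that DNA methylation acts selectively on certain regulatory systems in paternal behavior.

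**Figure D4:**
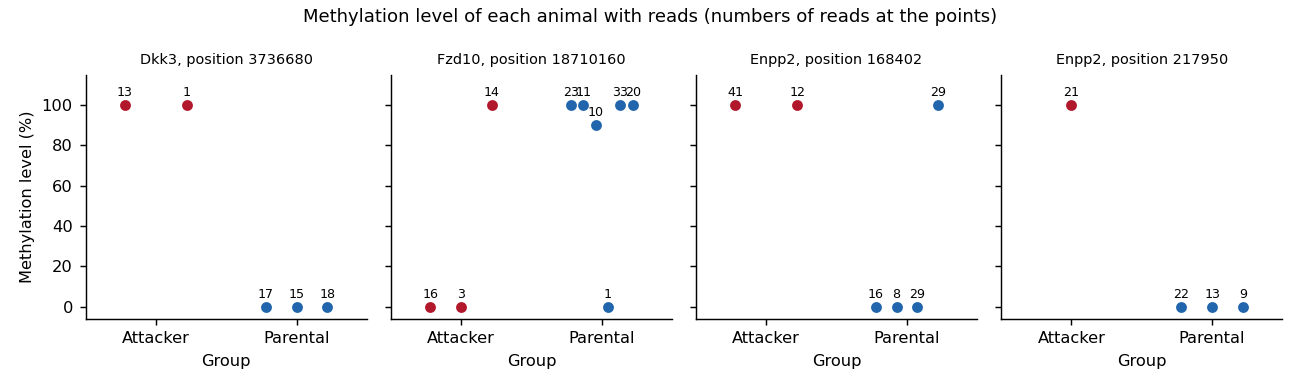
Methylation level in percent of each “Attacker” (red) and “Parental” (blue) animal with reads at the CpGs of Dkk3, Fzd10 and Enpp2, with the number of reads printed above each point. Animals without reads at a CpG are not drawn, and every level but that of “Parental” animal 3 at Fzd10 (90%) is 0% or 100%.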

To obtain a systemic biological interpretation of the genes that have both transcription and DNA methylation changes, we analyzed the KEGG pathways over-represented by these genes (Fig. 5, Table S12). We found the highest number of enrichment terms in the “Attacker” vs “Parental” comparison (N = 65), followed by the “Attacker” vs “Father” comparison (N = 16, Fig. 5A,B, Table S12). In contrast, in “Parental” vs “Father” and “Father” vs “Mother” comparisons, only two and three pathways were enriched, respectively, and none of them was unique to any comparison (Fig. 5C, Table S12). These suggest that DNA methylation may play a main regulatory role on gene expression associated with the aggressive paternal behavior. Moreover, among the 65 enrichment terms in the “Attacker” vs “Parental” comparison, 49 pathways were not over-represented in other comparisons (Fig. 5A, Table S12), which may indicate their unique contributions to paternal behavioral dichotomy in virgin male voles. Using affinity propagation clustering, implemented in the Cytoscape EnrichmentMap plugin^58–60^ further illustrates that the majority of these pathways (N = 40) are highly connected under one single main functional cluster “Wnt signaling pathway”, which also has a substantial overlap with “Thyroid hormone synthesis” (Fig. 5A, Table S12). Although the “Father” group voles have a more similar parental behavioral phenotype to the “Parental” group (Fig. 1), who also share an overall more similar transcriptome when compared to the “Attacker” virgin voles (Figs. 2, 3), the KEGG pathway analysis on genes with both transcription and DNA methylation changes in the “Attacker” vs “Father” comparison did not lead to any many unique pathways as in the “Attacker” vs “Parental” comparison. Instead, only two pathways were uniquely enriched in the “Attacker” vs “Father” comparison, with both of them addiction related (“cocaine addiction” and “amphetamine addiction”, Fig. 5B, Table S12). In the meantime, we found a majority of the pathways shared in two or more comparisons (11 out of 16, Fig. 5C) were only over-represented in the “Attacker” vs “Parental” and “Attacker” vs “Father” comparisons.

**Figure 5:**
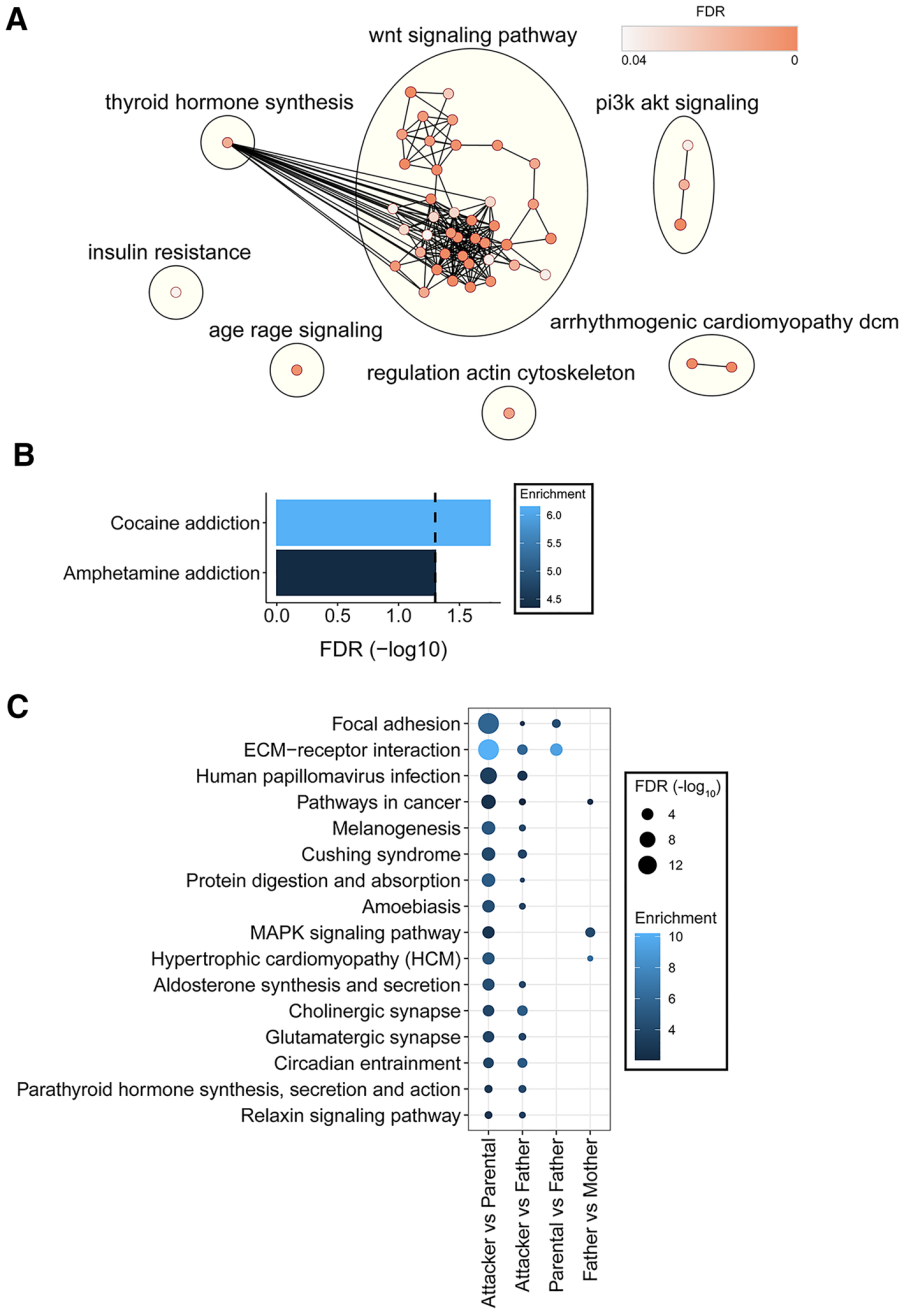
Pathway analysis of genes with both transcription and methylation changes. (**A**) The unique over-represented KEGG pathways in the “Attacker” vs “Parental” comparison. KEGG Pathway analysis was done after clustering using an affinity propagation algorithm implemented in the Cytoscape tool. Seven main functional clusters (e.g., Wnt signaling pathway) were identified (yellow circles), each containing one or more connected KEGG terms (nodes). The color of each node represents the FDR value from the over-representation analysis, while the edges of the network represent similarity between the clustered KEGG pathways. (**B**) The unique over-represented KEGG pathways in the “Attacker” vs “Father” comparison. The vertical dashed line represents FDR of 0.05, while the color represents the enrichment ratio of the over-representation test. (**C**) The shared over-represented KEGG pathways from the comparisons listed on the x-axis. Size of each dot represents the − log_10_ transformed FDR values, while the color represents the enrichment ratio from the over-representation test. The missing datapoints show that the respective pathway was not found to be over-represented in the comparison listed.

## Discussion

In this study, we examined the dentate gyrus (DG) transcriptome and methylome to obtain molecular insights of parental behaviors of prairie voles following a pup-exposure paradigm. In this behavioral model, both father and mother voles display biparental care, whereas virgin male voles demonstrate parental behavioral dichotomy with some behave parentally and the rest show aggression. Though the prairie vole genome is still under construction with large portions of chromosomes isolated on independent genome scaffolds which poses a challenge for genomic research, our exploratory study has led to some interesting findings that support a DNA epigenetics based molecular underpinning of paternal behavioral dichotomy.

We found that spontaneously aggressive virgin male prairie voles (“Attacker”) exhibited unique molecular signatures (both transcriptome and methylome changes) compared to spontaneously parental virgin male voles (“Paternal”). Though variable gene transcription patterns have been reported in other brain regions^66^, we found profound genome-wide gene expression changes in the DG of “Attacker” virgin males, when compared to either “Parental” or “Father” voles, which were more comparable. The differential genes from these analyses are selectively enriched in a number of biological pathways that suggest their functional implications in parental behavior. Notably, we found expression changes of several Wnt signaling molecules that are associated with the parental behavior variance. Wnt signaling is a highly conserved pathway that plays fundamental roles in development and homeostasis^67–70^. Accumulating evidence supports its major roles in neural development, synaptic plasticity, as well as brain diseases^71^. Wnt signaling generally includes the canonical and noncanonical pathways. The canonical pathway is usually referred as the “Wnt/β-catenin pathway” due to its dependence on the stabilization of β-catenin. The binding of Wnt ligands to the cell surface Frizzled (Fzd) receptors and LRP5/6 co-receptors will endocytose this complex and inhibits the β-catenin destruction complex that consists of GSK-3β. This leads to increased levels of β-catenin and its translocation to the nucleus to mediate gene expression through the interaction with TCF/LEF transcription factors. In addition, the silencing of the canonical pathway may be carried out through the activation of the β-catenin destruction complex by Wnt/β-catenin inhibitor DKK. In contrast, the non-canonical Wnt signaling pathway functions without β-catenin or GSK-3β as an intermediate molecule. It is triggered by Wnt ligand binding to the Fzd receptor and coreceptors, which then activates either the Wnt/PCP (planar cell polarity) (also named Wnt/JNK) pathway or the Wnt/calcium pathway, two main downstream branches of the non-canonical Wnt signaling. The non-canonical pathways play significant roles in cytoskeleton remodeling, synaptic plasticity, and axon guidance^71^. The identification of various Wnt signaling molecules (e.g., *Wnt*s, *Fzd*s, *Dkk*, *Tcf/Lef*s), and the enrichments of related pathways (e.g., axon guidance, calcium signaling, synaptic signaling, etc.) in our differential transcriptome analyses suggest a broad implication of Wnt signaling in parental behavior modulation that likely includes both canonical and non-canonical pathways. Given the dentate gyrus is a major adult neurogenesis site and Wnt signaling’s involvement in both neurogenesis^72,73^ and mature brain synaptic plasticity, it remains to be addressed at what stage Wnt signaling is involved in parental behavior.

As social encounters can induce stress responses which, in turn, escalate aggression including infanticidal behaviors^74,75^ and the Wnt signaling pathway has been implicated in social behaviors^76,77^, we cannot exclude the possibility that the difference in Wnt signaling between the pup attackers and non-attackers may be related to their differences in stress responses and the subsequent pup-directed behaviors. However, studies from the monogamous rodent species, such as prairie voles and California mice, have indicated that acute stressful experience enhanced paternal behaviors and decreased pup attacks in males^78,79^. Therefore, the molecular differences we detected in association with paternal behaviors may be better explained by their responses to pup associated stimuli, rather than general stress reactions. In addition, we have primarily focused on the paternal behavior related analyses, which appear to be more significant. However, we think the “Mother” group is helpful in the behavioral analysis because voles are naturally biparental, having a comparison for father pup-care appeared necessary. In the meantime, we also found it is difficult to compare the “Mother” group with the two virgin male vole groups as there are many variables between them. One thing that would help in the future is to include a fifth group of virgin females.

In order to further evaluate the degree of gene expression changes in the whole transcriptome, we utilized a modification of a hypergeometric overlaps test RRHO. We found a great deal of similarities between the unfiltered transcriptome comparisons of “Attacker” vs “Parental” and “Attacker” vs “Father”, which provides a novel molecular basis of the paternal behavioral dichotomy. Notably, in this RRHO analysis, which was performed in a whole-transcriptome threshold-free manner, we found DNA epigenetic modification enzymes, *Dnmt3a* and *Tet1,* have concomitant transcription trends between “Attacker” vs “Parental” and “Attacker” vs “Father” comparisons (Table S4). DNA methyltransferases (DNMTs) catalyze DNA methylation through the covalent addition of a methyl group to cytosine nucleotide, which can be altered through a series of oxidation reactions mediated by Ten-eleven translocation (TET) methylcytosine dioxygenases, that may ultimately lead to unmethylated cytosines^80–82^. In the future, it will be interesting to identify if any DNA methylation enzyme has expression changes in specified cell types.

Though the studies of DNA methylation in prairie voles remain few in number, nearly all of them focused on individual genes, particularly nonapeptides (e.g., vasopressin and oxytocin)^20,83,84^. In our genome-wide DNA methylation profiling, we found the differential methylation loci associated genes are enriched in a broader range of KEGG pathways with many not represented in the differential transcriptome analysis. Compared to the transcriptome examination, epigenome profiling may demonstrate molecular changes in a multi-dimensional manner to reflect not only past experience, but also future inducibility. It may also capture alterations in subpopulations of cells that are below the detection threshold of a bulk tissue RNAseq analysis. Likely, some of the DNA methylation changes impact transcriptome outputs in a defined cell population that were unable to be identified in our whole DG tissue RNAseq examination. In addition, the RRBS sequencing we applied in this study only surveys a portion of the DNA methylome^85^. If the RRBS results reflect a representative DNA methylome overview, more widely distributed methylation changes are expected to occur across the whole genome. This will be interesting to explore in the future, which demands significant financial and bioinformatic endeavors. When we performed the methylome pathway analyses, we limited them to differentially methylated sites at gene promoters and gene bodies. The reason to exclude DNA methylation changes at distal intergenic regions, which account for a major portion of differentially methylated sites, is because it remains challenging to identify their target genes. Often times, the intergenic regulatory DNA elements bypass their nearby genes to modulate transcription of genes located a long linear distance away through three-dimensional looping^86^. How the higher order genome is organized in prairie vole DG is unknown.

While all above factors may explain the variable findings between our transcriptome and DNA methylome analyses, it is intriguing to see several overlapping pathways that are enriched with both DNA methylation and transcription changes, such as “ECM–receptor interaction” and “protein digestion and absorption”. This suggests DNA methylation may modulate parental behavior associated gene transcription changes in selective pathways. From this integrated analysis, we have noticed several interesting candidate pathways, such as cytoskeleton, cholinergic signaling, immune signaling, that deserve further investigation. Particularly, we have found that genes with both methylation and transcription changes in the “Attacker” vs “Parental” comparison are profoundly enriched in the “Wnt signaling” cluster (Fig. 5A). Though growing evidence has indicated Wnt signaling’s role in neural development and function in recent years, our integrated transcriptome and DNA methylome examinations suggest a novel function of Wnt signaling in parental behavior, particularly paternal behavioral dichotomy. Though still few in number, accumulated evidence in recent years reported Wnt signaling in the brain may be under epigenetic regulations, such as histone modifications and microRNA^77,87,88^. In a genome-wide DNA methylome profiling of PTSD patient blood, Wnt was among the top enriched signaling pathways with DNA methylation changes^89^. Notably, in the only study that has investigated DNA methylation in prairie vole brains at a genomic scale, epigenetic age was assessed through a custom array^90^. It was found that pair bonded voles have a younger brain. Interestingly, among the four genes that showed most age-related DNA methylation changes is *Fzd1*, a Wnt signaling gene.

In summary, our study has provided an unprecedented integrated view of dentate gyrus transcriptome and DNA methylome in prairie voles, which are associated with the parental behavior differences. The significant correlation between DNA methylation and gene expression in selective biological pathways illustrates a novel role of DNA methylation in parental behavior. By the high-throughput nature of these genomic approaches, our datasets provide a valuable reference that awaits further biological validations.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

Supplementary Information 9.

Supplementary Information 10.

Supplementary Information 11.

Supplementary Information 12.

Supplementary Information 13.

Supplementary Information list.

## Data Availability

Next generation sequencing files and processed data for both RNAseq and RRBS datasets is available at the NCBI Geo under the GSE214799 superseries.

# Supplementary material for: Transcription and DNA methylation signatures of paternal behavior in hippocampal dentate gyrus of prairie voles
**Source:** Sci Rep. 2023 Jul 7;13:11020. doi: 10.1038/s41598-023-37521-2
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Supplemental Figures**

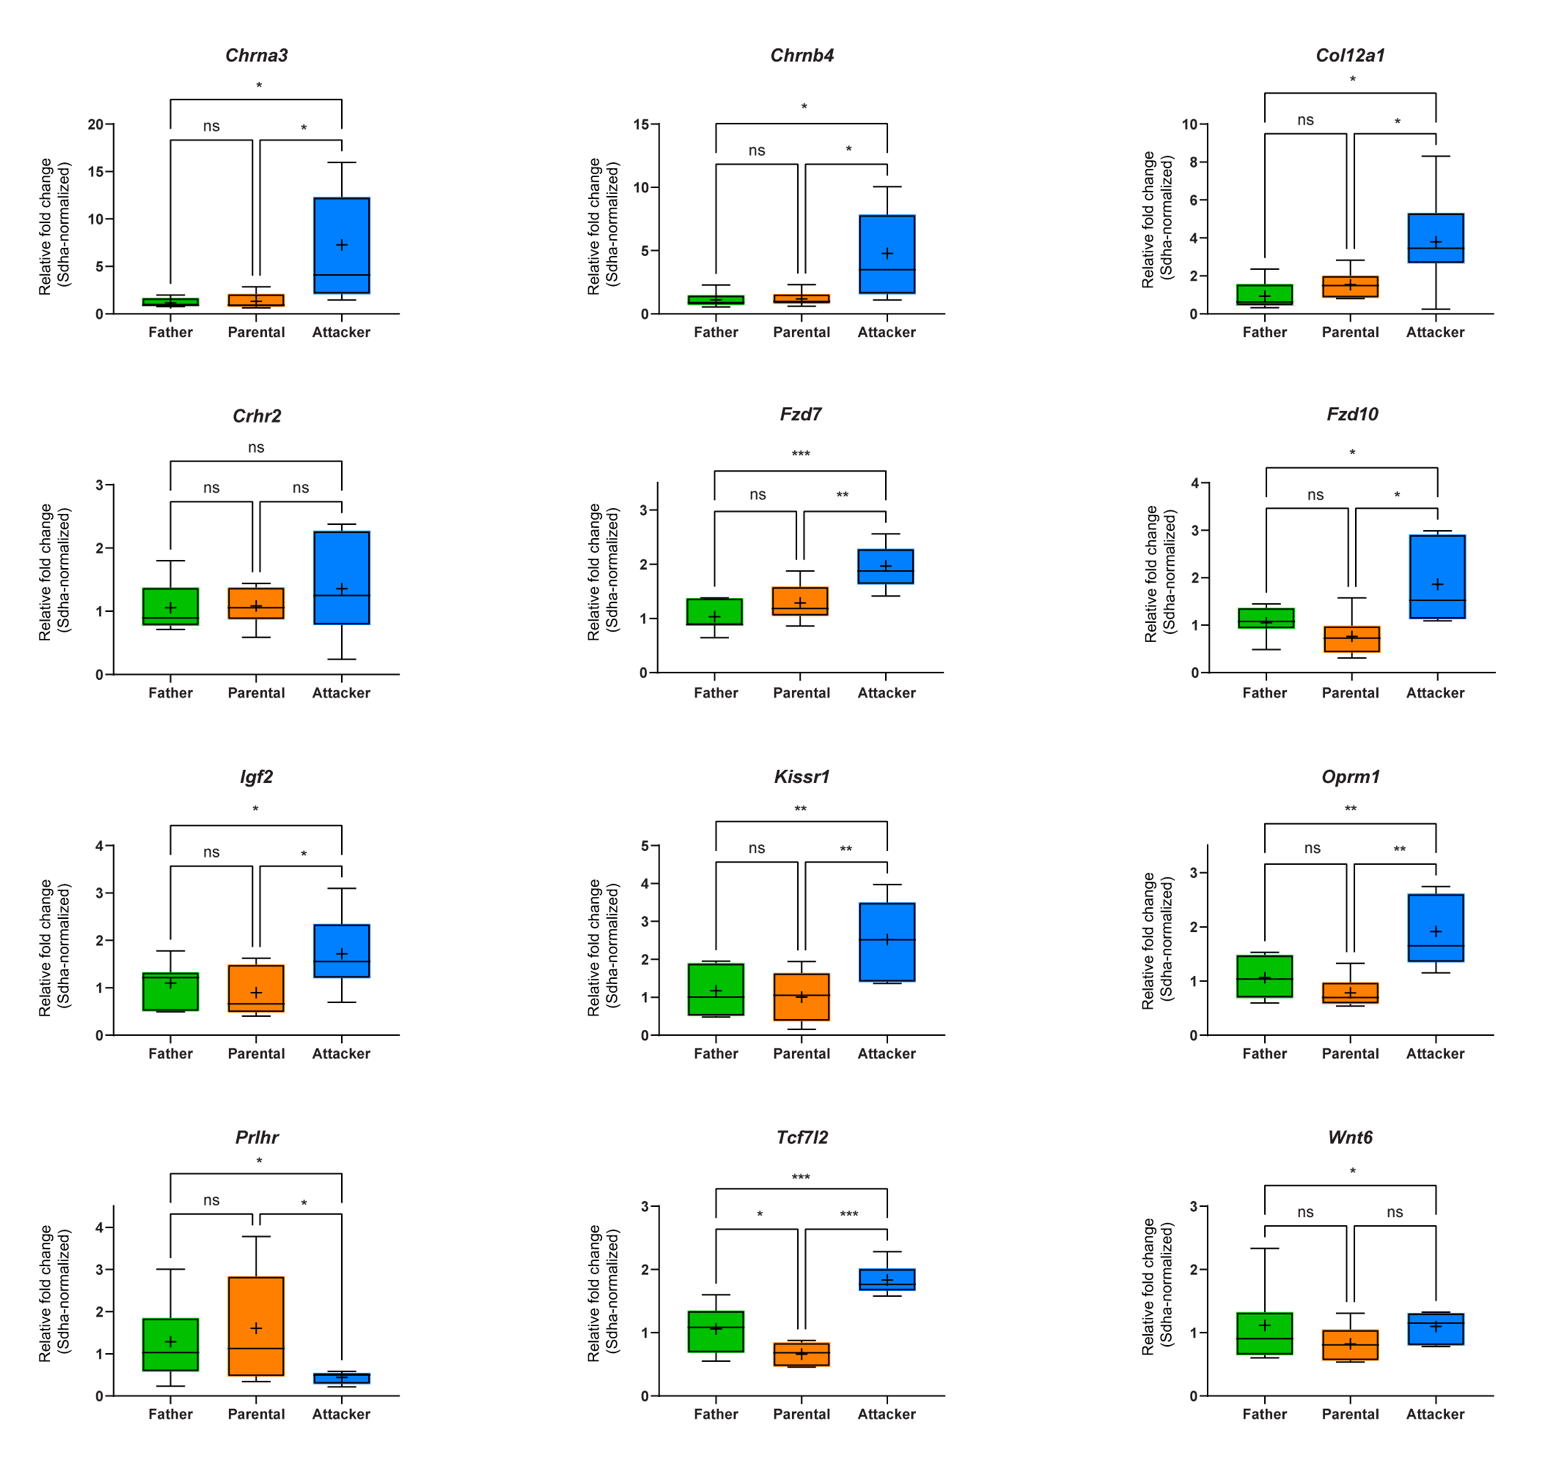

**Supplemental Figure 1: qPCR validation of RNAseq differentially expressed genes.** Box plots represent the fold change in gene expression for 12 candidate genes (*Chrna3*, *Chrnb4*, *Col12a1*, *Crhr2*, *Fzd7*, *Fzd10*, *Igf2*, *Kissr1*, *Oprm1*, *Prlhr*, *Tcf7l2*, *Wnt6*) in two distinct groups of sexually naïve males, “Parental” (orange) and “Attacker” (blue), compared to the “Father” group (green). Each box plot displays the median (indicated by the horizontal line within the box) and mean (marked by the '+' symbol) gene expression for each group. Gene expression values were normalized to *Sdha*. Statistical significance between groups was determined using one-tail Student's t-tests after variance assumption detected using F-tests, with the following p-value designations: *, p < 0.05; **, p < 0.01; ***, p < 0.001. “ns” denotes no statistical significance. N = 5-8/replicates per group.

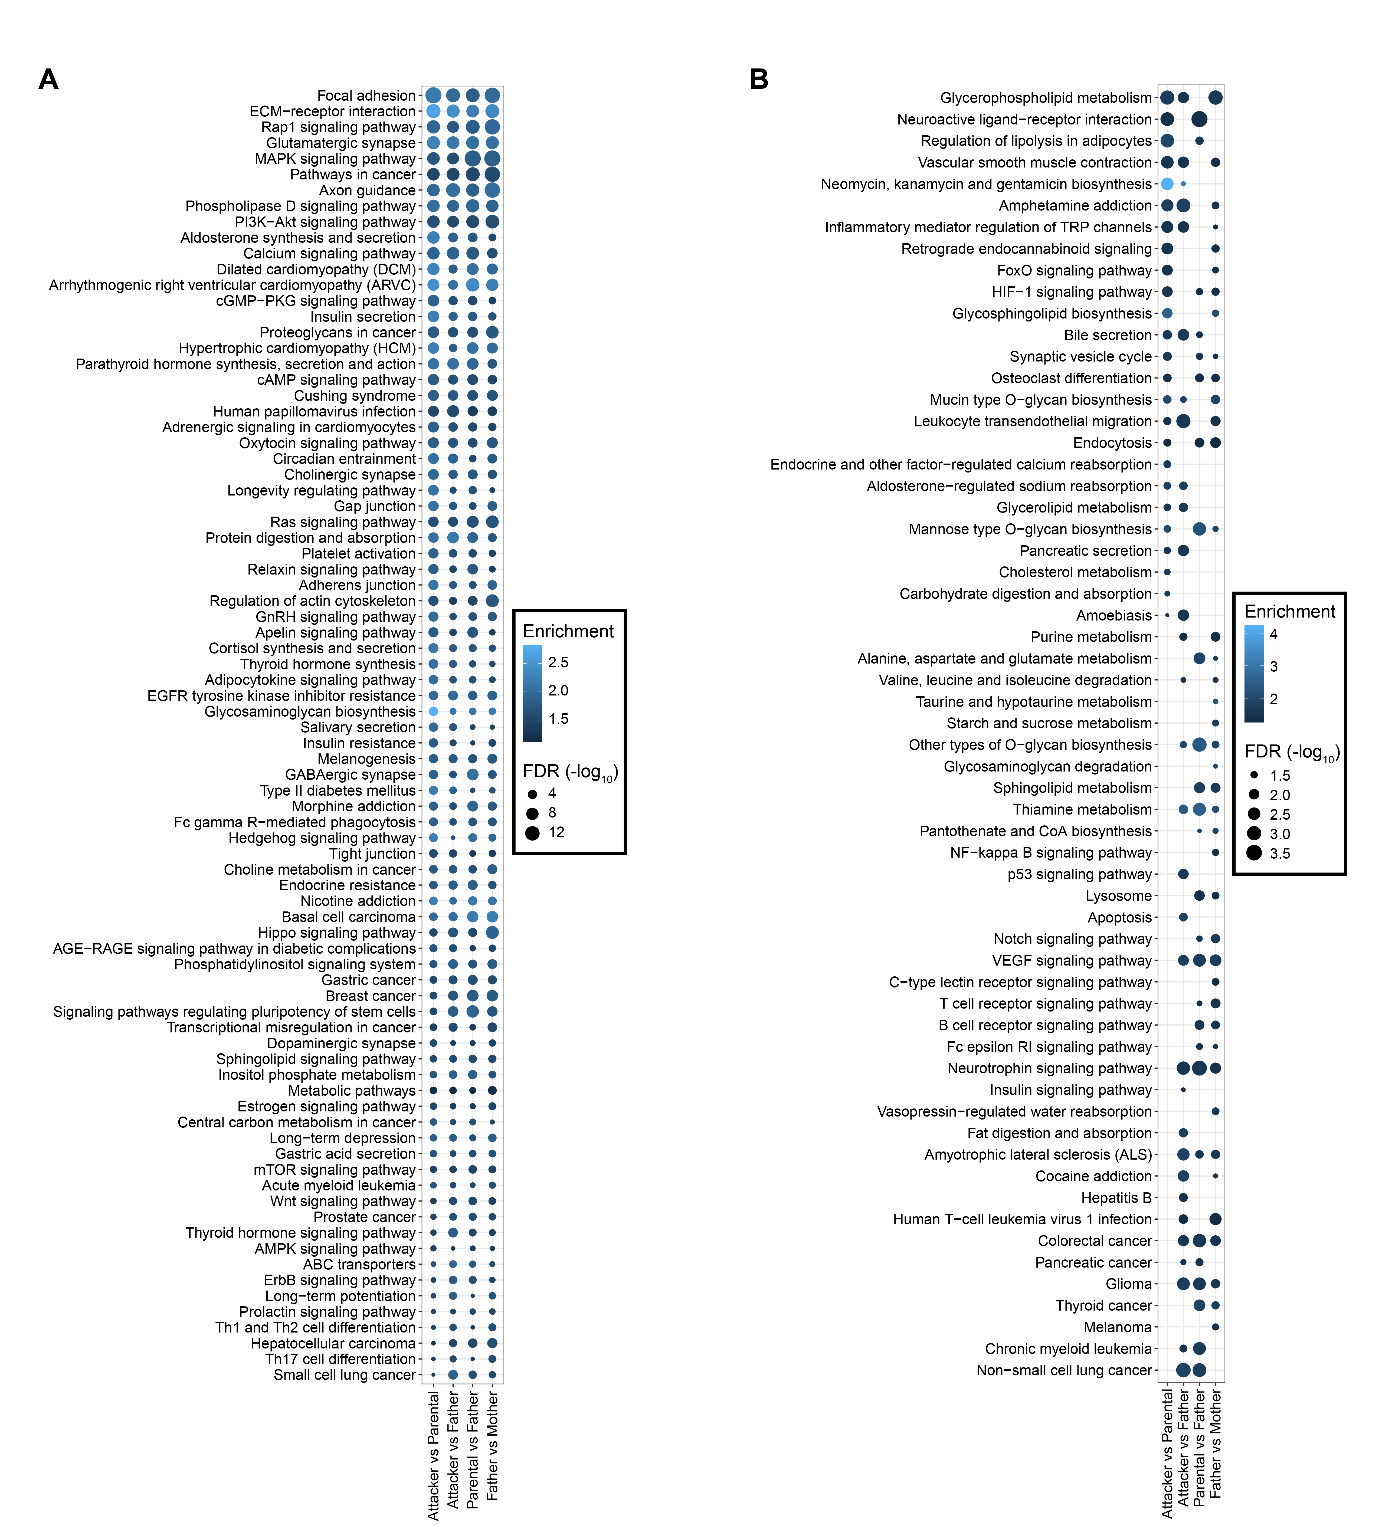

**Supplemental Figure 2:** **KEGG pathways of differentially methylated CpGs**. **A & B.** These dot plots show over-represented KEGG pathways from genes that contained a differentially methylated CpG site within their genic regions from each of the comparisons. This includes (-2000 bp upstream of the TSS to 1000 bp downstream of the TTS). The dot size represents the FDR from the over-representation test, while the color corresponds to the enrichment, or observed / expected values from the test. In **A**, pathways that were shared among all four comparisons are listed, while in **B**, pathways that were enriched in one to three comparisons.

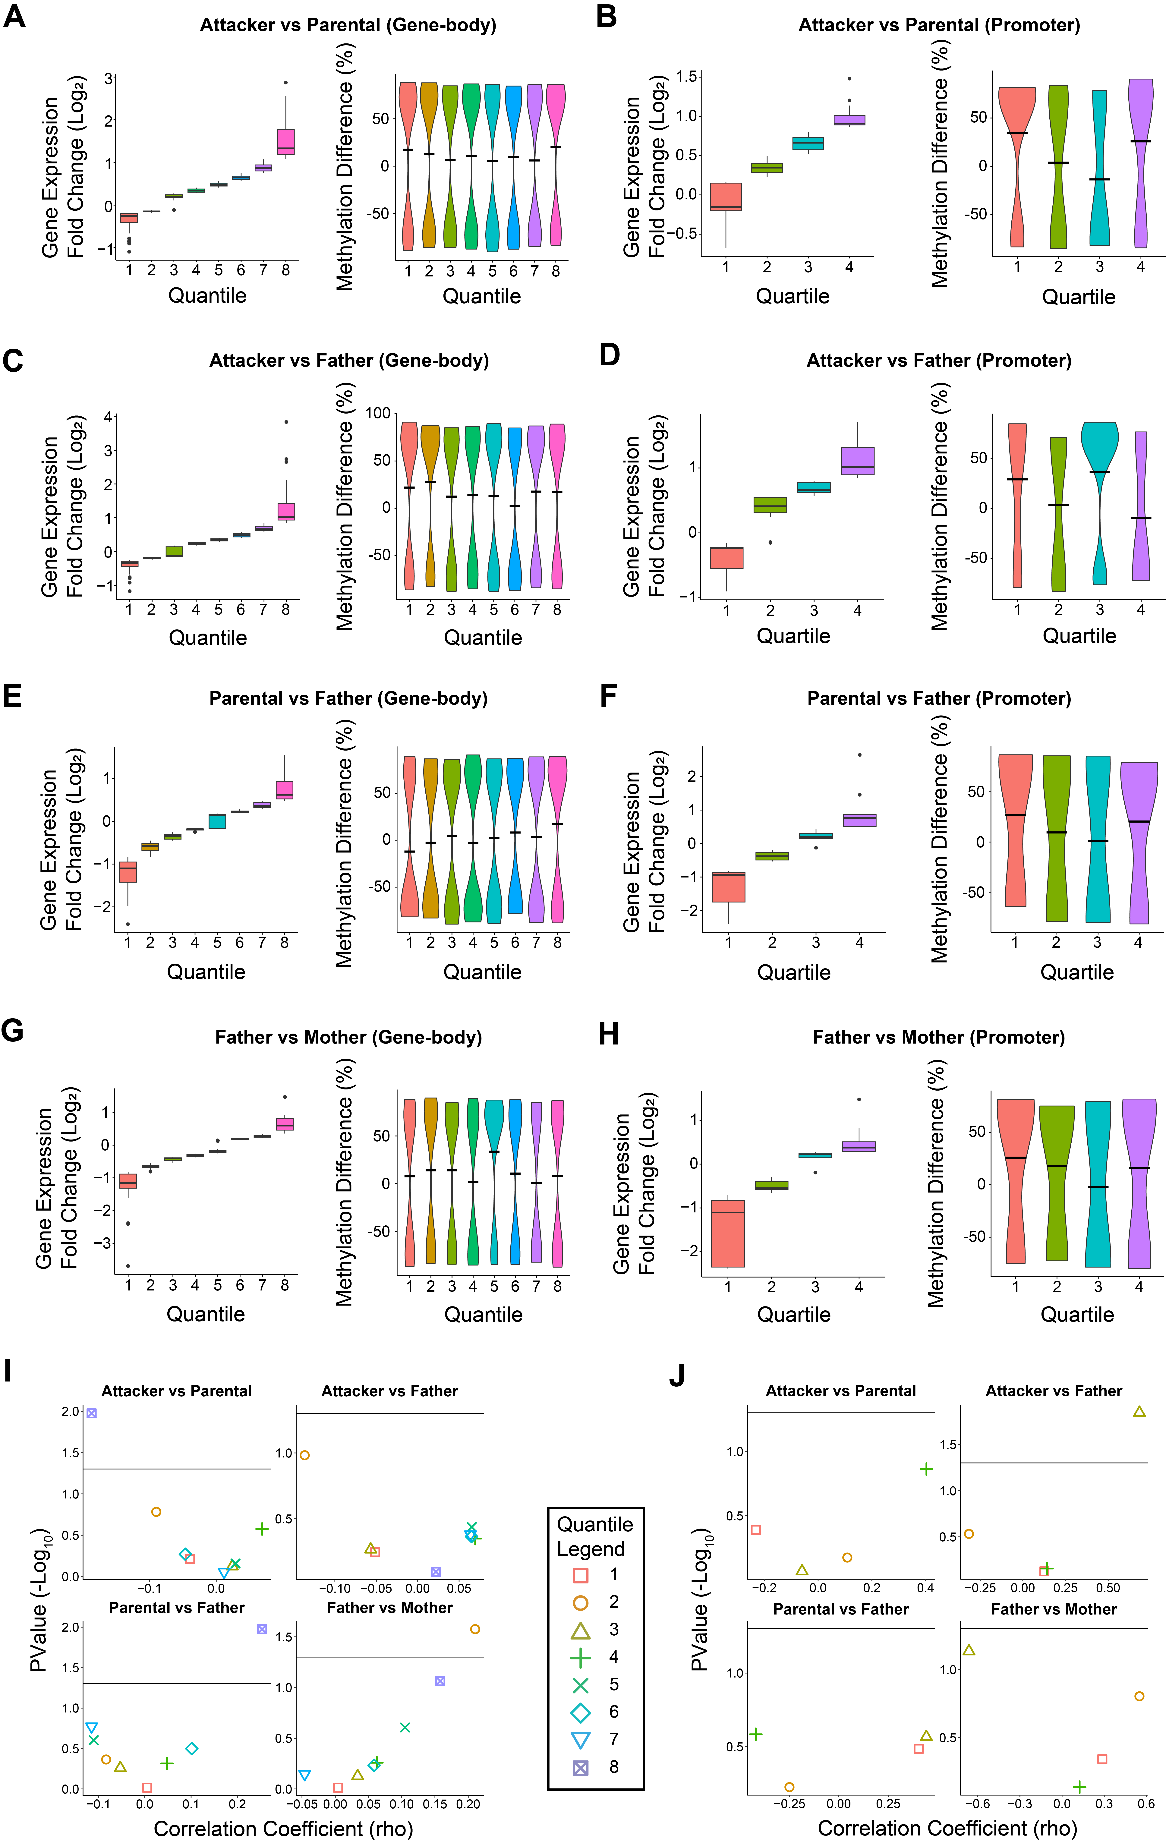

**Supplemental Figure 3: Correlations between gene expression and DNA methylation changes. A.** In “Attacker” vs “Parental” comparison, genes that have both differential expression and differentially methylated CpG sites within their gene boundary were divided into eight quantiles based upon the value of log_2_ fold gene expression change. The left plot represents the log_2_ fold change of the differentially expressed genes, with the horizontal line represents the median of each group. The right plot indicates DNA methylation differences of each of the eight quantiles. The width of the violin plot indicates the proportion of datapoints at y-axis values. The black line represents the mean value of the methylation differences. **B.** In “Attacker” vs “Parental” comparison, the analysis is done in the same manner as in **A** for differentially expressed genes that have DNA methylation changes in their promoters, except all genes were separated into 4 quartiles. For pairs **C** & **D, E** & **F**, and **G** & **H**: they represent the same type of analysis as in **A** & **B**, but for “Attacker vs Father”, “Parental vs Father”, and “Father vs Mother” comparisons respectively. **I** & **J.** A scatter plot of spearman correlation coefficients and the associated p-values from the correlation analysis of quantiles in the four comparisons of the analysis with their labels listed above each portion of the chart. The horizontal line represents -log_10_(0.05) as an uncorrected α-value. Panels in **I** correspond to the eight quantiles in **A**,**C**,**E**, and **G,** while panels in **J** correspond to the four quartiles in **B**,**D**,**F**,**H**. The horizonal lines in figures **I** & **J** represent an α-value of 0.05, however corresponding data in table S11 have Bonferroni corrected significance thresholds.

# Supplementary material for: Transcription and DNA methylation signatures of paternal behavior in hippocampal dentate gyrus of prairie voles
**Source:** Sci Rep. 2023 Jul 7;13:11020. doi: 10.1038/s41598-023-37521-2
**Supplement:** Supplementary file 14 — Supplementary Information list.

**List of Supplementary Materials**

Supplemental Table 1: Behavioral analysis

Supplemental Table 2: Differentially expressed genes

Supplemental Table 3: Over-represented KEGG pathways from DEGs

Supplemental Table 4: RRHO gene list

Supplemental Table 5: Normalized gene counts for clustering

Supplemental Table 6: Cluster-based gene ontology pathways

Supplemental Table 7: GOMCL ontology network analysis

Supplemental Table 8: Differential DNA methylation analysis

Supplemental Table 9: Genomic feature distribution analysis

Supplemental Table 10: Over-represented KEGG pathways from differentially methylated CpG sites

Supplemental Table 11: Overlapping differential gene expression and DNA methylation changes

Supplemental Table 12: Overlapping DEGs and differentially methylated CpG sites KEGG pathway enrichment

Supplemental Figure 1: qPCR validation of RNAseq differentially expressed genes.

Supplemental Figure 2: KEGG pathways of differentially methylated CpGs

Supplemental Figure 3: Correlations between gene expression and DNA methylation changes

How the deposited data were processed for this re-analysis (not part of the article)

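DNA methylation was measured by RRBS in the dentate gyrus of 23 prairie voles, with 6 “Attacker”, 6 “Parental”, 5 “Father” and 6 “Mother” animals and 1 library per animal. The animals were grouped by the condition given for each library. The RNA-seq libraries of the study were not analysed here, and expression changes were taken from Table S11 of the paper.

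The authors trimmed the reads, aligned them to MicOch1.0 with Bismark and deposited, for each library, counts of reads and counts of methylated reads at each covered CpG cytosine, without normalization. Both cytosines of a CpG have their own counts. These counts were used as deposited, with no reads removed. Coordinates and gene spans are those of MicOch1.0, from a RefSeq gene table of the same assembly that gives the start and end of each gene but neither exons nor strand.

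Between 64896224 and 129376223 calls were present per library, with a median of 82602291, and the median depth of a covered cytosine lay between 19 and 43 reads. Shares of reads are given with Wilson 95% intervals, which cover counting error only, since reads without molecular identifiers are not independent molecules.

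Differential methylation was computed in each of the 4 comparisons with a re-implementation of the 2-group beta-binomial Wald test of DSS, in which only the animals of the compared groups entered the fit. The group mean was estimated with a pseudocount of 0.5 methylated reads and 1 read, the reads of an animal were weighted by their dispersion, and the dispersion was shrunk to a log-normal prior from cytosines with more than 10 reads in every animal of the group. A DMC had a probability score under 0.05 for a difference over 15%. DMRs had at least 3 CpGs and more than 50 bp, were merged within 50 bp and had more than 50% of CpGs past the criterion. A separate count required at least 10 reads in at least 4 animals of each group, a difference over 15% and a Benjamini-Hochberg adjusted p-value under 0.05. Differences between animals' levels were tested with exact permutation tests, two-sided by doubling the smaller tail, and shares of reads with Fisher's exact test. The latter takes reads as independent and does not cover the spread between animals. Correlations with expression changes were Spearman correlations across cytosines with permutation tests of 100000 resamples.

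The CpGs named are those of Dkk3, Fzd10 and Enpp2, which the paper names, in each comparison the 3 well-covered CpGs with the smallest p-value where the groups do not overlap, and in each comparison the DMR with the most CpGs.

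Alternatives covered the DMC criterion, the adjustment for multiple tests, the coverage minimum, the X chromosome, merging of strands, an arcsine-link model with and without the replicate number as a block, the definition of DMRs, the summary of levels, the correlation per gene and each animal left out. A pseudocount equal to the mean level of the group, read weights scaled over animals with reads, the Wald p-value under 0.05 at the CpGs the paper names, and the fits with an animal left out for the X-linked share, the expression quantiles and the longest DMRs were added after the data had been seen. For each comparison, 100 of the 462 splits of the animals were drawn, the real one included, and fitted on chromosomes 1, 2, 4, 5, 7 and X, which hold 25.4% of the cytosines. Counts with equal group means were drawn 5 times per comparison.

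The fits were tested on simulated counts at 200000 cytosines, of which 200 were changed by 50 percentage points. The counts were drawn with the same fixed dispersion at every cytosine, which the real data need not have. At well-covered CpGs the adjusted p-value used for the counts there recovered 97.5% to 98.5% of the changed sites, with 9 to 27 false calls, and the unadjusted criterion 99.5% to 100%, with 26 to 36 false calls. At all coverages the unadjusted criterion recovered 81% to 87.5%, with 630 to 674 false calls among the unchanged sites. These shares and false calls therefore do not give the error rates in the real data. Enrichment in exons, transcription termination sites and promoters, the background of MspI sites and KEGG pathways were left out, because exons, strands and the genome sequence were not at hand.

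Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.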

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

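The test of levels of 0% or 100% against the number of animals with reads, and the use of the well-covered “Father” vs “Mother” count without the X chromosome to test X-linked CpGs as its cause, were chosen only after the results were seen.

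At 9 CpGs, 1 animal lay far from the others of its group, by a rule that picks about 1 group in 20 by chance. Of 26 groups tested at 16 CpGs, 1.3 were expected by chance. Most of the CpGs have levels near 0% or 100%, where a single differing read sets an animal apart from identical values, so the 9 groups are not independent of how the CpGs were chosen. “Parental” animal 4 had a level of 0% at the Fzd10 CpG, from 1 read, while the other “Parental” animals were at 90% or more. “Parental” animal 6 had 100% at position 168402 of Enpp2, where the other 3 “Parental” animals with reads had 0%. The others were “Attacker” animal 5 at the CpG nearest Casz1 (83.9%) and at Shroom2 (90.9%), “Father” animal 5 at position 242 of an unplaced scaffold (7.14%), “Father” animal 1 at Sppl2b (96.9%), “Parental” animal 4 at S1pr5 (14.3%), “Father” animal 2 at Saxo2 (74.3%), and “Mother” animal 6 at position 703217 of an unplaced scaffold (15.4%).

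Levels of exactly 0% or 100% in single animals may come from reads copied from few starting molecules. Among cytosines with an average level of 20 to 80%, 86.4% of the levels were exactly 0% or 100% where 2 to 6 animals had reads, at a median of 16 reads, and 20.3% where all 23 animals had reads. This share fell through 76.9%, 62.3% and 42.5% between these classes. The number of reads rose along with the number of animals, to a median of 52, so the read number and the number of molecules were not separated. At the DMCs, 83.5% to 84.7% of the levels were exactly 0% or 100%. Differences between animals in genotype or cell composition stay open and were not tested.

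The share of X-linked cytosines at a level of 20 to 60% was 25.9% in “Mother” and 5.28% in “Father” animals, a signal in X-linked sites that the paper does not discuss (exact permutation test, two-sided, p = 0.00433, the smallest possible for 5 against 6 animals). The share of other cytosines in this range was 4.97% in “Mother” and 4.84% in “Father” animals (p = 0.502 in an exact permutation test, two-sided). With each animal left out, the X-linked difference lay between -21.5 and -19.8 percentage points. The design names sex as the difference between these groups, and inactivation of an X chromosome in females would be a candidate explanation that was not tested further. CpGs placed on the X chromosome do not alone account for the higher “Father” vs “Mother” count at well-covered CpGs, which was 612 without the X chromosome, against 315, 330 and 372 in the other comparisons. Unplaced scaffolds stayed in these counts.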

How the results depend on the processing

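The main tests and the alternatives were set before the data were examined, except the pseudocount equal to the mean level of the group, the read weights scaled over animals with reads, the Wald p-value under 0.05 at the CpGs the paper names, and the leave-one-out fits of X-linked levels, expression quantiles and longest DMRs (over all CpGs and at the DMCs). Values are given in the order “Attacker” vs “Parental”, “Attacker” vs “Father”, “Parental” vs “Father” and “Father” vs “Mother”. Unless a cause is given, the cause was not tested.

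DMC counts stayed within 1.5 times the counts reported with a Wald p-value under 0.05, without the X chromosome, with merged strands and with the mean-level pseudocount (20438 to 36852). Adjustment for multiple tests left 491, 877, 1445 and 1347 DMCs. With at least 5 reads in at least 3 animals of each group 6658, 7943, 7845 and 8372 were left, and with at least 10 reads 5984, 6745, 6291 and 7036, where fewer CpGs were tested. The arcsine-link model without a block, on CpGs with at least 10 reads in every animal, gave 5818, 6418, 6752 and 8454. Read weights scaled over animals with reads gave 122611, 122624, 116652 and 119442. With 1 animal left out the counts ranged from 23893 to 27730, 28346 to 37612, 35182 to 43210 and 35497 to 41975. Those of “Attacker” vs “Father” moved by over 1.5 times without “Father” replicate 4 (37612) and without “Father” replicate 5 (37311).

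The share of hypermethylated DMCs, 61.5%, 63.0%, 51.7% and 55.2%, became 65.0%, 69.2%, 50.4% and 59.4% after adjustment. It was 60.3%, 60.4% and 49.9936% in the first 3 comparisons with at least 5 reads, and 59.8%, 59.0%, 49.7695% and 53.4% with at least 10 reads, so that “Parental” vs “Father” reversed under both. Merged strands gave 60.1% and 61.4% in the “Attacker” comparisons and 54.3% in “Father” vs “Mother”, and a Wald p-value under 0.05 gave 62.4% in “Attacker” vs “Father”. The mean-level pseudocount gave 58.1%, 61.2%, 53.3% and 59.8%, and scaled read weights 56.6%, 57.4%, 50.9% and 53.8%. With 1 animal left out the share ranged from 47.7% to 64.2%, 50.5% to 65.3%, 48.5% to 55.5% and 50.6% to 57.1%. It reversed without “Attacker” replicate 6 in “Attacker” vs “Parental” (47.7%) and without “Parental” replicate 4 (49.4%) or 6 (48.5%) in “Parental” vs “Father”. The other 9 values of this share under alternatives that kept all animals lay between 51.6% and 63.1%.

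DMR counts were 3, 3, 3 and 5 with a Wald p-value under 1e-05, 110, 143, 170 and 197 with more than 3 CpGs, 274, 361, 494 and 555 when merged within 100 bp, 23, 24, 37 and 59 with at least 5 reads, and 3006, 3176, 2901 and 3049 with scaled read weights. The mean-level pseudocount gave 177 to 353. With 1 animal left out they ranged from 195 to 286 (without “Attacker” replicate 6), 299 to 470 (without “Father” replicate 4), 424 to 583 (without “Father” replicate 4) and 435 to 575 (without “Father” replicate 5).

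At well-covered CpGs, at least 20 reads gave 108, 1.3e+02, 164 and 547 DMCs and the arcsine-link model 1071, 1144, 1100 and 2198. The other 16 alternatives without a block gave 315 to 1061, and 1 animal left out gave 301 to 383, 264 to 441, 299 to 443 and 740 to 965, all within 1.5 times the reported counts.

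With the replicate number as a block, the arcsine-link model gave 6959, 7855, 8451 and 10210 DMCs, and 1680, 2430, 2415 and 4009 at well-covered CpGs. Same-numbered animals of different groups had correlations of -0.0193 to 0.0521 between the deviations of their methylation levels from the group means, and of 0.0272 to 0.1998 between those of their log2 depth. The depth correlations were all positive, and in 3 of the 4 comparisons their mean was higher than under 95% of the matchings of the animals (exact permutation tests, one-sided, p = 0.00278, 0.025, 0.075 and 0.0417). The number therefore goes with some shared structure in depth, and with the methylated share of all reads (Spearman rho = 0.871), but not every pair had a correlation over 0.1, and no label says what the number marks, so the animals were not treated as pairs.

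The mean level difference between groups reversed in “Parental” vs “Father” without “Parental” replicate 1 (0.00154) or 2 (0.0161) and without “Father” replicate 4 (0.0308) or 5 (0.0677), and in “Father” vs “Mother” without “Father” replicate 4 (-0.0414) or 5 (-0.0782) and without “Mother” replicate 1 (-0.0170). These differences of -0.0243 and 0.0137 percentage points lie within the spread between animals. Leave-one-out values ranged from 0.0255 to 0.306, 0.00119 to 0.282, -0.0852 to 0.0677 and -0.0782 to 0.0747.

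The 12 leading CpGs were chosen for groups that do not overlap, so leaving out 1 animal cannot turn their direction and says nothing about stability. Over all CpGs of the longest DMRs, the level differences ranged with 1 animal left out from 3.20 to 16.2, -26.3 (without “Father” replicate 5, reversed) to 73.7 (without “Father” replicate 4), -13.8 to -2.78 and 50.0 to 83.3 percentage points. The animals cover different CpGs of these regions, so these values set different cytosines side by side and say nothing about stability. At the DMCs of the regions alone, the differences were 100, 96.0, -100 and 99.5 points. They rest on a single “Parental” vole, a single “Father” vole and 1 vole of each group in the first 3 comparisons, without which no difference can be formed.

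At the CpGs the paper names, the mean of the animals' levels left too few animals for an exact permutation p-value under 0.05 at Dkk3 and at position 168402 of Enpp2, and gave no test at position 217950 of Enpp2. A Wald p-value under 0.05 with a difference over 15% called position 168402 of Enpp2 and not Fzd10. Scaled read weights called Fzd10 (-60.0 percentage points) and position 168402 of Enpp2 (72.3), and the mean-level pseudocount called Fzd10 (-61.2). With 1 animal left out the differences ranged from 60.6 (without “Attacker” replicate 2, no longer a DMC) to 77.7 at Dkk3, -80.5 (without “Attacker” replicate 4, a DMC) to -41.9 at Fzd10, 50.0 to 85.0 (without “Parental” replicate 6, a DMC) at position 168402 of Enpp2 and 75.1 to 76.5 at position 217950.

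Of the correlations with expression changes, one value per gene reversed gene-body quantiles 3 (0.151), 4 (-0.0305) and 5 (-0.139) and promoter quantile 2 (-0.105), and at least 5 reads in at least 3 animals of each group reversed gene-body quantiles 1 (0.0859), 3 (0.270), 5 (-0.278), 7 (0.504) and 8 (0.416). The other 12 kept their sign. The latter alternative was not run for promoter quantiles 1, 3 and 4, which had fewer than 6 such cytosines. Mean methylation differences in gene-body quantiles 1 to 8 ranged with 1 animal left out from 12.8 to 19.9, 9.65 to 15.4, 2.82 to 11.8, 3.80 to 13.9, 1.91 to 10.9, 4.13 to 12.1, 3.00 to 9.43 and 16.9 to 23.4, and in promoter quantiles 1 to 4 from 15.3 to 42.3, 1.24 to 15.4, -19.4 to 9.84 and 5.49 to 43.4. Promoter quantile 3 reversed without “Attacker” replicate 2 (0.440), 3 (1.47) or 6 (0.522) and without “Parental” replicate 1 (9.84).

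The odds ratios in exons, transcription termination sites and promoters, with both of their alternatives, were not run. Coverage limits the tests across animals at the CpGs the paper names, since reads in 2 against 3 animals at Dkk3 and in 2 against 4 at position 168402 of Enpp2 allow no exact permutation p-value under 0.2 and 0.133.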

Differences from the paper's values

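The paper reports 30 M to 49 M single-ended reads per RRBS library, and the libraries used here hold 64.9 M to 129.4 M cytosine calls. The units differ, since a read gives a call at each CpG it crosses, and no alternative bears on these values.

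In Table S11 the Spearman correlation of “Attacker” vs “Parental” gene-body quantile 3 is 0.0242 in the paper and was -0.0093 here. In gene-body quantile 7 the paper's value is 0.0119 and the value here was -0.0023. Both pairs differ in sign, by less than the error of a correlation over as many cytosines (0.0765 and 0.0762). Of the alternatives set before the data were examined, both gave a positive value in quantile 3, though farther from the paper's than -0.0093. With at least 5 reads in at least 3 animals of each group it was 0.270, where the error is wider (0.3015), and with one value per gene it was 0.151, beyond its error (0.1179). In quantile 7, one value per gene gave -0.0351, again of the other sign, and at least 5 reads gave 0.504, of the paper's sign and beyond its error (0.2041).

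By the paper's counts “Father” vs “Mother” has more DMCs than “Parental” vs “Father”, while 30041 DMCs were found in “Parental” vs “Father” and 29417 in “Father” vs “Mother”. Without the X chromosome these were 29824 and 29459. With at least 5 reads in at least 3 animals of each group they were 7845 and 8372, and with at least 10 reads 6291 and 7036, so that “Father” vs “Mother” had more, as in the paper, but “Attacker” vs “Father” (7943 and 6745) then had more than “Parental” vs “Father”, unlike in the paper. The arcsine-link model without a block gave 5818, 6418, 6752 and 8454 DMCs in “Attacker” vs “Parental”, “Attacker” vs “Father”, “Parental” vs “Father” and “Father” vs “Mother”, the paper's order of all 4. With read weights scaled over animals with reads, chosen after seeing the values, both “Attacker” comparisons had more DMCs (122611 and 122624) than the other two (116652 and 119442).

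The paper states that hypermethylated DMCs outnumber hypomethylated ones in every comparison. The share was above 50% in all 4 here, and fell to 49.9936% and 49.7695% in “Parental” vs “Father” with at least 5 and at least 10 reads in at least 3 animals of each group. At well-covered CpGs that passed the adjusted threshold it was 57.5%, 58.0%, 46.6% and 37.6%, so that hypomethylated DMCs outnumbered hypermethylated ones in “Parental” vs “Father” (197 against 172) and in “Father” vs “Mother” (539 against 325). With all tested cytosines it was 47.7% in “Attacker” vs “Parental” without “Attacker” replicate 6, and in “Parental” vs “Father” 49.4% without “Parental” replicate 4 and 48.5% without “Parental” replicate 6. The numbers of hypermethylated DMCs were 12663, 15466, 15533 and 16239 here and about 14000, about 17000, about 18000 and about 20000 in Fig. 4A, read by eye.

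The paper names the Fzd10 site as hypomethylated and places it in intron 1, while Table S11 places it in exon 1 of 1. The difference of -51.4 percentage points here was not a DMC. It was a DMC with the mean-level pseudocount (-61.2) and with scaled read weights (-60.0), both chosen after seeing the values, and without “Attacker” replicate 4 (-80.5). The paper names a pair of hypermethylated sites in Enpp2. Position 168402 was not a DMC by the probability score used here (56.6 percentage points). It was one by a Wald p-value under 0.05 with a difference over 15% (p = 0.0478), the criterion that the paper's methods give, which was set before the data were examined for the DMC counts and applied to this CpG after seeing the values. It was also one with scaled read weights (72.3), chosen after seeing the values, and without “Parental” replicate 6 (85.0).

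Of the 1945 DMCs in the given part of Table S8, 1464 (75.3%) were DMCs here, 1749 (89.9%) with the mean-level pseudocount and all 1945 with scaled read weights, both chosen after seeing the values. The sign was the same at all 1945. The median gap between the differences was 3.07 percentage points, and 0.836 and 16.2 with these alternatives.

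The log odds ratios of Table S9, which the text gives on the log2 scale, equal the log10 of the odds ratios computed from the numbers in that table. The odds ratios for exons are 1.98, 2.03, 2.07 and 2.17, or 0.99, 1.02, 1.05 and 1.12 on the log2 scale, and those for promoters are 0.292, 0.324, 0.326 and 0.373, or -1.78, -1.63, -1.62 and -1.42.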

Other observations

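The tests of sampling as the whole cause, of both strands in the same animals, of the scaling of read weights, of X-linked CpGs and of library composition were chosen only after the results were seen.

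For each comparison, 100 splits of the animals into groups of the same sizes, the real one included, were fitted on part of the genome. As many DMCs as in the real grouping were found in 81 of the 100 splits for “Attacker” vs “Parental”, 23 for “Attacker” vs “Father”, 55 for “Parental” vs “Father” and 8 for “Father” vs “Mother”. A hypermethylated share as far from 50% came from 42, 46, 65 and 50 of the splits in the same order, and as many DMRs from 78, 21, 48 and 14. At well-covered CpGs the numbers were 74, 50 and 50 in the comparisons between males, and in “Father” vs “Mother” only the real grouping, 1 of the 100, reached its count of 349, against 55 to 139 in the others. Without X-linked CpGs, 2 of the 100 splits reached the “Father” vs “Mother” count. The DMC and DMR counts and the direction of change therefore did not stand apart from arbitrary groupings of the same animals in any comparison, and the well-covered count did so only in “Father” vs “Mother”, where sex, which the design names, stays an untested explanation.

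Sampling of few reads around equal group means may account for much of the DMC counts. Counts drawn with equal group means gave, on average over 5 draws, 80.8% of the observed DMCs in “Attacker” vs “Parental” and 76.3% in “Attacker” vs “Father”. In “Parental” vs “Father” and “Father” vs “Mother” the drawn counts reached 62.2% and 62.0%. The highest drawn counts of 16717, 18806, 18779 and 18422 stayed below the 20580, 24538, 30041 and 29417 observed in the 4 comparisons, which argues against sampling at the fitted dispersions as the whole cause in each of them. The drawn hypermethylated shares of 49.9% to 51.4% likewise stayed below the 61.5%, 63.0%, 51.7% and 55.2% observed. As many DMCs as in the real grouping came from 81, 23, 55 and 8 of the 100 splits, the real one included. The excess over the draws can therefore not be taken for a difference between the groups. What makes up the rest stays open. A Wald p-value under 0.05 was found at 25555 to 36854 cytosines per comparison, fewer than the 130627 to 137917 that uniform p-values would give.

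The higher DMC counts of “Parental” vs “Father” and “Father” vs “Mother” may depend on how animals without reads enter the read weights. With weights scaled over animals with reads, the higher count of this pair of comparisons was 119442, below those of both “Attacker” comparisons (122611 and 122624). With at least 5 reads in at least 3 animals of each group, “Attacker” vs “Father” (7943) also had more DMCs than “Parental” vs “Father” (7845), so the coverage minimum changes the ranks as well.

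Sequence variants at the CpG itself would remove methylation from both strands. At least 10 reads on the other strand in at least 4 animals of each group were at hand for 60 of 311, 56 of 330, 70 of 368 and 158 of 656 well-covered DMCs on autosomes and scaffolds in the 4 comparisons. The cytosine on that strand shifted by a median of 8.20%, 10.2%, 3.66% and 31.3% of the DMC difference, in the same direction at 61.7%, 57.1%, 55.7% and 71.5% of these DMCs, and such medians over shifts in both directions decide nothing. Where at least 4 animals of each group had at least 10 reads on both strands, the other strand shifted by at least 50% of the DMC difference at 16.3% of 43 DMCs in “Attacker” vs “Parental” (95% Wilson interval 8.12 to 30.0%), 8.51% of 47 in “Attacker” vs “Father” (3.36 to 19.9%) and 16.4% of 61 in “Parental” vs “Father” (9.16 to 27.6%). This argues against variants at the CpG as the cause of most of these DMCs in the comparisons between males. A methylation difference shared by both strands would also shift the other strand, so the same values argue equally against it. In “Father” vs “Mother” the share was 42.5% of 134 (34.5 to 51.0%), where variants as the cause of most cannot be told apart, because the interval includes 50%. For the DMCs without such reads on the other strand, and for variants elsewhere in the reads, the explanation stays open.

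The methylated share of all reads rose with the replicate number over the 23 animals (Pearson r = 0.717 and Spearman rho = 0.871, permutation p = 1e-05 each, two-sided, the smallest that 100000 resamples can give). Without the 2 animals farthest from the median replicate number, r was 0.729 (n = 21), and without the 2 with the highest shares it was 0.760. The share ranged over 30.4 percentage points, while the mean level over cytosines with at least 10 reads in all animals ranged over 1.40 points. These cytosines had low mean levels of 4.95% to 6.35%, which leave little room to vary whatever the cause. The narrow range there therefore does not decide the question. A difference in which genomic fragments the libraries hold stays open as a cause of the range in the share. The labels give no meaning to the replicate numbers beyond the animal, no batch is named, and no biological explanation was tested. A batch that follows the replicate number stays open and was not tested. The share did not differ between groups beyond the spread between animals (exact permutation tests, two-sided, p = 0.407, 0.502, 0.801 and 0.351).

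No pair of libraries within a group was a copy of another. Among 55 pairs, 0.269% to 1.36% of the cytosines had identical counts.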
